# Increasing TET Expression and 5‐Hydroxymethylcytosine Formation by a Carbocyclic 5‐Aza‐2′‐deoxy‐cytidine Antimetabolite

**DOI:** 10.1002/anie.6265286

**Published:** 2026-06-21

**Authors:** Maike Däther, Elsa Peev, Annika Fröhlich, Binje Vick, Sogol Fatourechi, Gilles Gasparoni, Matthias Heiss, Corinna C. Pleintinger, Emmanuel Asu Bisong, Hans Hurmiz, Davide Guglielminotti, Yasmin V. Gärtner, Tina Aumer, Karsten Spiekermann, Jörn Walter, Irmela Jeremias, Franziska R. Traube, Thomas Carell

**Keywords:** acute myeloid leukemia, Decitabine, DNA hydroxymethylation, DNA methylation, DNMT inhibition, epigenetics

## Abstract

Ten‐eleven translocation (TET) enzymes are critical epigenetic regulators, which oxidize the methylated cytosine nucleobase 5‐methyl‐dC (mdC) in the genome to 5‐hydroxymethyl‐dC (hmdC) in an α‐ketoglutarate‐dependent manner. Because the presence of mdC in the promoter region of a given gene silences its expression, this oxidation goes in hand with the reactivation of such silenced genes. In different highly aggressive cancers such as acute myeloid leukemia (AML) and glioblastoma, loss of TET enzyme function, and therefore reduced hmdC levels pave the way for tumor development. Impairment of TET activity can occur through metabolic inhibition, through loss‐of‐function mutations in TET genes themselves, and finally through suppression of TET‐expression via epigenetic silencing. Reactivation of TET enzyme expression represents a major aim of epigenetic cancer therapy. Here we show that the carbocyclic antimetabolite 5‐aza‐2′deoxycytidine (cAzadC), which is supposed to suppress the methylation of DNA during replication, leads to a substantial increase of TET2 expression and strongly increasing hmdC levels. We show that the treatment with cAzadC goes in hand with the broad reactivation of the cellular antitumor responses. With patient‐derived xenograft AML‐mouse models, we show that this translates into a strongly improved anticancer effect in vivo.

Epigenetic control of transcription is a complex process that involves the reversible modification of histone proteins, for example, via acetylation and methylation chemistry. In addition, it involves the chemical modification of genomic cytosine (dC) nucleosides, particularly in promoter regions [1, 2, 3]. On this genomic level, cytosines are methylated to 5‐methyl‐dC (mdC) by DNA‐methyltransferases (DNMTs) (Figure 1A), leading to reduced transcription of the corresponding genes [4]. Gene reactivation requires the oxidation of the methyl group in mdC to 5‐hydroxymethyl‐dC (hmdC) [5, 6]. This oxidation is achieved by α‐ketoglutarate (αKG)‐dependent TET dioxygenases [7, 8]. In cancer, where tumor suppressor genes are often found silenced, reduced TET activity and consequently reduced hmdC level are a hallmark [9, 10, 11, 12].

**FIGURE 1:**
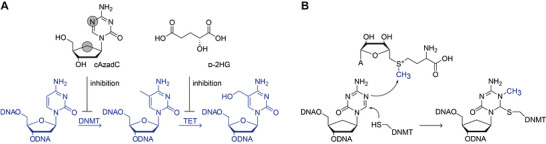
DNA methylation dynamics. (A) Depiction of the inhibitory cAzadC antimetabolite and the D‐2HG onco‐metabolite and methylation of dC to mdC by DNMT enzymes, followed by the TET‐induced oxidation of mdC to (hmdC). (B) Mechanism of DNMT inhibition by cAzadC.

In some tumors, such as many acute myeloid leukemia (AML) and glioma subtypes, neomorphic mutations of isocitrate dehydrogenases 1 and 2 (IDHs), which typically biosynthesize αKG from isocitrate, lead to the production of the onco‐metabolite d‐2‐hydroxyglutarate (d‐2HG), which can accumulate to millimolar concentrations in the tumor cells [13]. At these concentrations, d‐2HG inhibits the TET enzymes, which prevents the reactivation of genes that would otherwise stop uncontrolled cell growth [14, 15, 16]. Because efficient IDH inhibitors are now available, tumors that feature IDH mutations have a better prognosis [17, 18, 19, 20, 21, 22].

In many tumors, however, TET enzymes are epigenetically silenced [23, 24] and in these cases, IDH‐inhibitors are not expected to improve therapy. A rather unexplored approach to tackle this problem is to increase the expression of TET enzymes [25]. Here we show that this is indeed possible with the carbocyclic 5‐aza‐2′deoxy‐cytidine antimetabolite (cAzadC) compound shown in Figure 1 [26, 27].

We began the investigation by analyzing how well cAzadC would integrate as an antimetabolite into the genome of treated cells upon cell division. Once integrated, we knew that the compound would covalently react with the DNMT enzymes via the mechanism shown in Figure 1B. The resulting inhibition of the DNMT enzymes leads to a global reduction of the genomic methylation level, as previously shown by us for MOLM‐13 cells [27]. We investigated the ability of cAzadC to reduce mdC levels in different AML cell lines, treating Kasumi‐1, HL‐60 and for direct comparison again MOLM‐13, as well as patient‐derived xenograft (PDX) AML cells (AML‐491 [28]) for 72 h with cAzadC at concentrations of 0.5 and 1.0 µM. We used our stable isotope standard‐based UHPLC‐QQQ‐MS quantification method [29] in order to measure the levels of cAzadC in the soluble metabolite pool and in the genome. In addition, we quantified the levels of the epigenetic bases mdC and hmdC. For the experiment, we first isolated the nucleosides from the soluble cell fraction and from total DNA that was subsequently digested to nucleosides with a nuclease enzyme mixture. We then prepared a mix of synthetic, stable isotope labelled compounds cAzadC*, mdC* and hmdC* for co‐injection into the UHPLC‐QQQ‐MS system. For quantification, we determined calibration curves. This procedure allowed us to extract quantitative information from the MS‐signal intensities. The obtained data are depicted in Figure 2.

**FIGURE 2:**
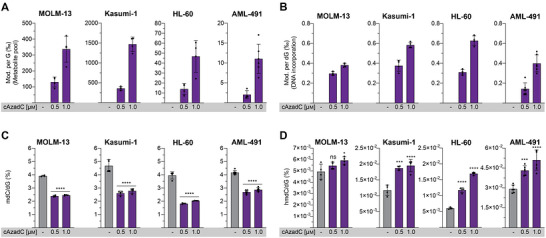
Metabolism and epigenetic effect of cAzadC. (A–D) Quantitative data about the amount of cAzadC in the soluble cell fraction (A), after genomic incorporation (B), and how treatment with cAzadC affects the levels of mdC (C) and hmdC (D). All data above are from cells harvested after 72 h of incubation with DMSO control, 0.5 or 1 µM cAzadC. The samples were proceeded as described in the methods and analyzed by UHPLC‐QQQ‐MS. The quantitative values were determined using heavy labelled ISTD and then normalized per hundred or thousand dG. Each dot represents the result from one biologically independent replicate. Statistical analysis was performed using ordinary one‐way ANOVA combined with Dunnett's multiple comparisons test (Ctrl. vs. treated samples); **** *p*_adj_ < 0.0001, *** *p*_adj_ < 0.001, ** *p*_adj_ < 0.01, * *p*_adj_ < 0.05, and ns = not significant.

Based on literature data, we expected that replacement of the ribose by a cyclopentane unit would negatively affect the ability of cAzadC to be integrated into the genome [30]. This is indeed observed. While the metabolite pool accumulated significant amounts of cAzadC even after 72 h (Figure 2A), the amount of genome‐integrated material remained very low, but clearly detectable (Figure 2B). In the AML cells lines and in the PDX AML‐491 cells, we observed an incorporation level of about 0.5 ‰ per dG at 1 µM dosing, which corresponds to the presence of about one million cAzadC molecules in the genome. This is very low compared to other antimetabolites, but enough to see an improved cell death after a cellular division (72 h), as represented by flow cytometry‐based apoptosis data in MOLM‐13 cells (Figure S1A). As previously shown, the integration is sufficient to deplete the entire DNMT1 pool [31, 32].

Despite low integration levels, we saw in all cell lines, and particularly in the PDX AML‐491 cells, a significant reduction of the mdC levels from about 35% (AML‐491) to 55% (HL‐60) (Figure 2C), showing that the low level of integration does not impair the epigenetic effect.

In contrast, we detected substantially increased levels of hmdC, ranging between 15% (MOLM‐13) and 300% (HL‐60) increase (Figure 2D). Importantly, also in the PDX AML‐491 cells, the hmdC levels increased by 66% from 0.03% to 0.05% relative to dG. This surprising observation might be explained by profound changes in gene expression, potentially caused by global genomic demethylation of the genome and thereby increased *TET* expression levels, but clearly requires further investigation.

To this end, we checked for global transcriptome changes analyzed by RNA‐seq in MOLM‐13 cells and observed a small, but significant increase in *TET2* gene expression levels (Figure 3A). In addition, and in line with downregulation of the αKG‐depleting transaminases BCAT1 and BCAT2 [33] (Figure 3A), also intracellular αKG‐levels were increased to a small, but significant extent (Figure 3B). 

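MOLM-13 is a human cell line from an acute monocytic leukemia and carries an MLL-AF9 fusion. The cells were treated for 72 h with DMSO as the vehicle, with 0.5 µM Decitabine (AzadC) or with 0.5 µM cAzadC, in which a cyclopentane unit takes the place of the sugar. RNA was sequenced from 3 biologically independent replicates of each condition, and the paper presents the comparison of cAzadC with DMSO. The Supporting Information gives direct treatment after seeding, while the sample records give a lower seeding density and treatment after a night of incubation. Libraries were prepared from polyadenylated RNA with a directional kit and sequenced as single reads. The authors trimmed the reads with Trim Galore and Cutadapt, aligned them to hg38 with STAR, estimated the counts per gene with RSEM and deposited these expected counts, not normalized per gene identifier and library. Neither the annotation release nor whether the counting used the strand is given in the sources used here. The expected counts summed to 29000869, 16971975 and 23624302 in the DMSO-treated libraries, 41614875, 50176921 and 28935830 in the AzadC-treated libraries and 21320607, 10822907 and 2952152 in the cAzadC-treated libraries. The paper lists 40.47, 23.72 and 32.16 M reads for DMSO and 32.34, 17.53 and 4.83 M for cAzadC, and states an average of 36 M reads per sample. All values here use the expected counts, unless the deposited FPM matrix is named. Gene identifiers that lie inside 18S rRNA genes, 3 in all, took 9.89 to 15.2% of the counts with DMSO, 16.6 to 17.2% with AzadC and 18.5 to 26.1% with cAzadC. In a principal component analysis, the first component (55.3% of the variance) placed the DMSO libraries at −70.1 to −67.9 and the treated libraries at 11.7 to 69.3. Replicate 3 of cAzadC, the library with the fewest counts, stood apart on the second component (21.8%), at 79.1 against −17.4 and −18.0 for the other cAzadC libraries. For the tests, the expected counts were rounded to whole numbers and normalized by TMM, 15131 genes passed the low-count filter of edgeR, and a quasi-likelihood model was fitted over all 9 libraries. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 0.5849, the thresholds of Figure 3A. Levels are TMM-normalized CPM, as mean ± SD. Gene lists were written down before the data were examined. For 17 of them, camera compared the fold changes of the list with those of all other genes tested, with a preset inter-gene correlation of 0.01, which treats the members as nearly independent, and then with a correlation estimated from the data.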

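TET2, which encodes a dioxygenase that oxidizes mdC to hmdC, was 1.84-fold higher in cAzadC-treated than in DMSO-treated MOLM-13 cells (95% confidence interval 1.61 to 2.09). Its level was 40.4 ± 3.70 CPM (SD, n = 3) with cAzadC and 22.1 ± 0.299 CPM (SD, n = 3) with DMSO, and every cAzadC library lay above every DMSO library. DNMT1, the maintenance DNA methyltransferase, fell to 114 ± 8.28 CPM (SD, n = 3) from 208 ± 10.1 CPM (SD, n = 3), a log2 fold change of −0.87. Of 25 genes that write, read or remove DNA methylation, 22 were tested, 4 were higher, 2 were lower and 16 did not pass, with the same counts adjusted over the list alone.

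The log2 fold change of TET2 was 0.88 (standard error 0.0871, adjusted p = 3.0e-06 from edgeR's quasi-likelihood test). The other genes of the TET family did not pass both thresholds, with a log2 fold change of −0.16 for TET1 (standard error 0.16, adjusted p = 0.41 from edgeR) and of −0.34 for TET3 (standard error 0.0961, adjusted p = 0.0094 from edgeR). DNMT1 passed at an adjusted p of 1.4e-06 from the edgeR test, whereas the de novo methyltransferases did not, at −0.06 for DNMT3A (standard error 0.0888) and −0.42 for DNMT3B (standard error 0.14). UHRF1, which recruits DNMT1 to hemimethylated DNA, fell by 0.80 on the log2 scale. GADD45A, which takes part in DNA repair and active demethylation and is also a p53 target, rose by 1.49. ZBTB33, a reader of methylated DNA, had a log2 fold change of −0.30 (adjusted p = 0.0038 from edgeR) that lies under the fold minimum. As a group, the list did not stand apart from the other genes in the camera test (adjusted p = 0.43, and adjusted p = 0.54 with an estimated correlation). TET2 lies on chromosome 4 of GRCh38 from 105145875 to 105279816 on the plus strand. TET2-AS1, an antisense gene, lies within it from 105171354 to 105178063, and reads of the pair can be told apart only if the counting used the strand.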

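Both branched-chain aminotransferases were lower in cAzadC-treated cells. BCAT1, the cytosolic enzyme, fell 3.67-fold, from 505 ± 10.3 CPM (SD, n = 3) with DMSO to 137 ± 12.9 CPM (SD, n = 3) with cAzadC. BCAT2, the mitochondrial enzyme, fell 2.07-fold, from 37.2 ± 3.55 to 17.3 ± 2.21 CPM (SD, n = 3 each). Of 30 genes of αKG metabolism, BCAT1 and BCAT2 among them, 26 were tested, 7 were lower, 3 were higher and 16 did not pass, with the same counts adjusted over the list alone.

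The log2 fold changes were −1.87 for BCAT1 (standard error 0.0935, adjusted p = 7.5e-09 from edgeR) and −1.05 for BCAT2 (standard error 0.11, adjusted p = 3.3e-06 from edgeR), and for both genes all DMSO libraries lay above all cAzadC libraries. Besides BCAT1, the called members of the list with the smallest p were PSAT1, GPT2 and GOT1. PSAT1, the phosphoserine aminotransferase of serine synthesis, fell by 2.82 on the log2 scale. GPT2, the mitochondrial alanine aminotransferase, fell by 2.65, and GOT1, the cytosolic aspartate aminotransferase, fell by 1.21. The members that were higher, named after their values were seen, were the aminotransferase genes OAT (0.69) and ABAT (2.06) and the dehydrogenase gene ADHFE1 (1.58, log2 fold changes in brackets). ADHFE1 was not called without replicate 1 (1.25) or 3 (1.62) of DMSO or replicate 1 (1.41) or 2 (1.67) of cAzadC, without the low-count filter (1.51) or with DESeq2 (1.56), and its log2 fold change was 0.08 with effective lengths and 0.24 with limma on log2(FPM + 1), where OAT was at 0.57, under the fold minimum. IDH2, the mitochondrial NADP-dependent isocitrate dehydrogenase that forms αKG, had a log2 fold change of 0.03 (standard error 0.0774, adjusted p = 0.81 from edgeR). In the camera test, the list was lower than the other genes with the preset correlation (adjusted p = 9.0e-04) and did not pass otherwise (adjusted p = 0.14 with an estimated correlation). BCAT1 lies on chromosome 12 of GRCh38 from 24810024 to 24949101, and BCAT2 on chromosome 19 from 48795062 to 48811029.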

The combination of increased *TET2* expression and αKG‐levels could therefore explain the moderately higher TET activity as indicated by the small increase in hmdC in MOLM‐13 cells after cAzadC‐treatment (Figure 2D). Among the other genes monitored, it is noteworthy that growth‐inhibiting p53 signaling was highly upregulated, while cancer‐promoting MYC signaling was highly downregulated (Figures 3C and S1B) which is in line with the idea that the reduction of methylation levels creates a strong antiproliferative response (Figure S1C). 

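MYC itself, the transcription factor that drives growth and ribosome synthesis, was 3.75-fold lower with cAzadC, at 225 ± 31.4 CPM against 845 ± 14.9 CPM with DMSO (SD, n = 3 each). Of 57 MYC target genes, all of them tested, 48 were lower, 0 were higher and 9 did not pass. Of 54 p53 target genes, 51 were tested, 36 were higher, 2 were lower and 13 did not pass. Both counts were the same when adjusted over the list alone. FUCA1, a lysosomal fucosidase and p53 target, rose 9.63-fold, and TP53INP1, a p53-induced regulator of cell death, rose 6.09-fold.

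MYC had a log2 fold change of −1.91 (standard error 0.11, adjusted p = 2.7e-08 from edgeR) and lies on chromosome 8 of GRCh38 from 127735434 to 127742951. Among the MYC targets, the smallest p-values belonged to TMEM97 (−1.19), WDR74 (−1.45), PES1 (−1.37) and HK2 (−1.12), given with their log2 fold changes. WDR74 and PES1 act in ribosome biogenesis and HK2 is a hexokinase. MCM4, a subunit of the replicative helicase, had a log2 fold change of −0.54, under the fold minimum, and passed without replicate 3 of cAzadC (−0.59). Among the p53 targets, PLK2, a polo-like kinase, rose by 3.27 and DRAM1, a lysosomal protein of autophagy, rose by 2.53, while CCNG1, encoding cyclin G, had a log2 fold change of 0.10 (standard error 0.0864, adjusted p = 0.36 from edgeR). In the camera test, the p53 targets were higher than other genes (adjusted p = 2.1e-24, and adjusted p = 0.043 with an estimated correlation) and the MYC targets lower (adjusted p = 2.7e-24, and adjusted p = 0.046 with an estimated correlation). Figure S1B, drawn from these samples, shows 20 of the listed p53 targets and 5 of the listed MYC targets, and for these the count is not independent evidence. The paper sets higher p53 and lower MYC signaling in its pathway analysis beside the idea that reduced methylation levels create a strong antiproliferative response, and it proposes the combination of TET2 expression and αKG levels as an explanation for the moderately higher TET activity in these cells.

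Genes of cell division were measured beside the targets of p53 and MYC. Of 49 genes of DNA replication, 19 were lower, 2 were higher and 28 did not pass, with MCM6 (−1.17), CDT1 (−1.26), CDC45 (−1.33) and GINS2 (−1.04), which license or start replication, among those that fell (log2 fold changes in brackets). The camera test gave adjusted p = 8.5e-08 and adjusted p = 0.079 with an estimated correlation. Of 44 genes of DNA repair, 14 were lower and 2 were higher, such as RAD54L, of homologous recombination, at −0.99 and CHEK1, the checkpoint kinase, at −1.08, while NBN had a log2 fold change of −0.25 that did not pass. For this list camera gave adjusted p = 1.2e-04 and adjusted p = 0.088 with an estimated correlation. Of 50 genes of mitosis, 3 were lower, 0 were higher and 47 did not pass (adjusted p = 0.0038 from camera, adjusted p = 0.14 with an estimated correlation, and adjusted p = 0.11 with thinned libraries). The genes that fell were AURKB (−0.91), BUB1B (−0.66) and CDC25A (−1.21), whereas the topoisomerase gene TOP2A had a log2 fold change of −0.04. BUB1B was not called with libraries thinned to the shallowest (−0.50) or with effective lengths (−0.57). For these groups too, the counts were the same when adjusted over the list alone.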

Interesting and potentially clinically relevant is the observation that the antiapoptotic protein BCL‐2, often found overexpressed in leukemic cells, and therefore in the clinic inhibited by treatment with Venetoclax [34], was significantly downregulated after cAzadC treatment alone (Figure 3A). 

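BCL2, which encodes the antiapoptotic protein BCL-2, was 2.96-fold lower in cAzadC-treated cells, at 15.5 ± 0.717 CPM against 45.4 ± 0.794 CPM with DMSO (SD, n = 3 each). Of the other antiapoptotic members of the family, BCL2A1 was 4.08-fold and BCL2L1, encoding BCL-XL, 1.57-fold higher than with DMSO. MCL1, the target of another class of inhibitors, had a log2 fold change of 0.30 (standard error 0.0863, adjusted p = 0.0096 from edgeR), and BCL2L2 had −0.55 (standard error 0.18, adjusted p = 0.019 from edgeR), both under the fold minimum, though BCL2L2 was called lower without replicate 3 of DMSO (−0.59), with the replicate block and without the low-count filter.

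Of 6 antiapoptotic genes of the family, 5 were tested, 1 was lower, 2 were higher and 2 did not pass, with the same counts adjusted over the list alone. The log2 fold change of BCL2 was −1.57 (standard error 0.0988, adjusted p = 5.4e-08 from edgeR), and all cAzadC libraries lay below all DMSO libraries. Of 13 proapoptotic genes of the family, 11 were tested, 2 were higher, 3 were lower and 6 did not pass, also when adjusted over the list alone. BAX, an effector of mitochondrial permeabilization and a p53 target, rose by 1.06 on the log2 scale, and BMF, a BH3-only protein, rose by 1.43. BNIP3, of hypoxia and mitophagy, fell by 1.81, and BID, the link from death receptors to mitochondria, fell by 0.63. BNIP3L had a log2 fold change of −0.25 (adjusted p = 0.0094 from edgeR). The call of BCL2L1 was not made with limma on log2(FPM + 1), where its log2 fold change was 0.51. BCL2 lies on chromosome 18 of GRCh38 from 63123346 to 63320128.

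**Figure D1:**
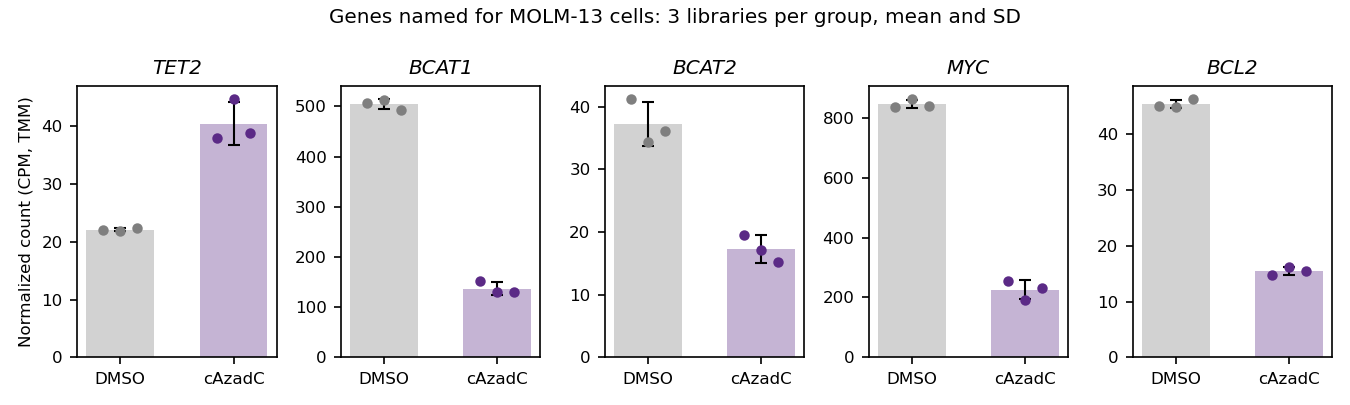
Levels of TET2, BCAT1, BCAT2, MYC and BCL2 in normalized CPM, with each point a library of MOLM-13 cells treated with DMSO or cAzadC for 72 h (n = 3 each) and the mean and SD drawn beside the points. The cAzadC libraries lie above the DMSO libraries for TET2 and below them for the other genes.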

In line with these observed transcriptomic changes, cAzadC‐treated MOLM‐13 cells underwent apoptosis (Figure S1A).

**FIGURE 3:**
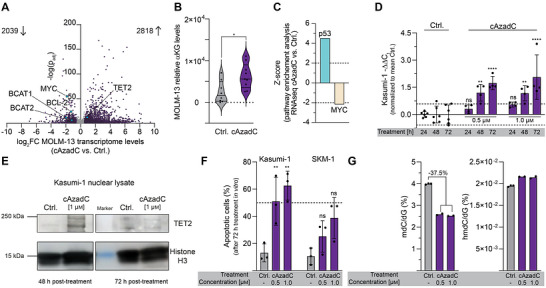
Addressing the hallmarks of cancer in MOLM‐13 cells with cAzadC treatment and effect of cAzadC on TET2 function in different AML cell lines. (A–C) MOLM‐13 cells were treated as indicated once with 0.5 µM of cAzadC for 72 h and the effects were compared to DMSO‐treated Ctrl. (A) Volcano plot of transcriptomic changes. RNAseq analysis with *n* = 3 biologically independent replicates per condition. The significance threshold for differential expression was set to −log(*p*_adj_) > 1.3 and |log_2_FC| ≥ 0.5849 (|fold change| ≥ 1.5) treatments. (B) Relative αKG levels determined by a fluorescence assay after treatment displayed as violin plot (including 25th percentile (lower border), median (middle border), and 75th percentile (upper border)). Statistical analysis was performed using two‐sided *t*‐test. * *p*‐value_j_ < 0.05 and ns = not significant. (C) Results of the pathway enrichment analysis using ingenuity pathway analysis [37]. (D) *TET2* gene expression levels in Kasumi‐1 cells following treatment with 0.5 µM or 1.0 µM cAzadC, as determined by RT‐qPCR. *TET2* mRNA expression was normalized to *GAPDH* as the housekeeping gene for Δ*C*_t_ calculation. For ΔΔ*C*_t_ analysis, *TET2* expression levels were normalized to the mean control level at the respective time point. Statistical analysis was performed using two‐way ANOVA combined with Tukey's multiple comparisons test and results of treated samples compared to DMSO‐treated control for each timepoint are displayed. **** *p*_adj_ < 0.0001, *** *p*_adj_ < 0.001, ** *p*_adj_ < 0.01, * *p*_adj_ < 0.05, and ns = not significant. (E) Immunoblot results for TET2 levels in Kasumi‐1 cells after treatment with 1 µM cAzadC. Histone H3 was used as a loading control for the amounts of nuclear lysate. (F) Results of the flow cytometry‐based apoptosis assay as previously described [35]. Kasumi‐1 and SKM‐1 cells were treated with 0.5 or 1.0 µM of cAzadC for 72 h. Statistical analysis was performed using one‐way ANOVA combined with Šídák's multiple comparisons test to compare within each AML cell line DMSO‐treated control to cAzadC‐treated samples. **** *p*_adj_ < 0.0001, *** *p*_adj_ < 0.001, ** *p*_adj_ < 0.01, * *p*_adj_ < 0.05, and ns = not significant. (G) UHPLC‐QQQ‐MS results for mdC and hmdC in SKM‐1 cells after 72 h cAzadC‐treatment. (B,D,F,G) Dots represent biologically independent replicates and for (B,D,F,G) bars represent mean; error bars S.D.

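With cAzadC, 3047 genes were higher and 1927 genes were lower than with DMSO, of 15131 genes tested. Among called genes with a mean of at least 5 CPM and no overlap between the groups, the largest increases included those of MMP9 and COL1A1. MMP9, the gelatinase of neutrophils and macrophages, rose from 0.177 ± 0.0982 to 45.4 ± 14.6 CPM (SD, n = 3 each), and COL1A1, a collagen chain, from 0.0776 ± 0.0819 to 15.7 ± 5.32 CPM (SD, n = 3 each). The largest decreases included those of ASNS, the asparagine synthetase, which fell 9.26-fold, and PHGDH, the first enzyme of serine synthesis, which fell 8.74-fold.

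The log2 fold changes of the largest increases were 7.92 for MMP9 (standard error 0.36, adjusted p = 4.1e-09 from edgeR), 7.45 for COL1A1, 6.39 for the protease inhibitor SERPINA1, 6.30 for the monocyte chemokine CCL2, 6.19 for the formyl peptide receptor FPR1, 6.00 for granulysin (GNLY), 5.74 for haptoglobin (HP), 5.70 for S100A8 and 5.60 for S100A9, the subunits of calprotectin. STAB1, a scavenger receptor of macrophages, had 3 counts over the DMSO libraries and 387 over the cAzadC libraries, a ratio of 268 after normalization (95% counting interval 90.9 to 1304). A counting interval, here and below, covers the noise of counts pooled over a group and leaves out the spread between its libraries. The largest decreases were −5.05 for stanniocalcin (STC2), −4.02 for the glutathione-degrading enzyme CHAC1 (standard error 0.25, adjusted p = 5.4e-08 from edgeR), −3.83 for the growth factor PDGFA, −3.82 for the inhibin subunit INHBE, −3.55 for the interferon-induced IFIT1, −3.52 for the immediate early factor EGR1, −3.47 for CTH of cysteine synthesis, −3.28 for ASS1 of arginine synthesis, −3.21 for ASNS and −3.13 for PHGDH. Without replicate 3 of cAzadC, the shallow library that stood apart, 3082 genes were called higher and 2006 lower. Leaving out 1 library moved the log2 fold change of MMP9 to 8.51 (replicate 1 of DMSO), of COL1A1 to 8.34 (replicate 3 of DMSO), of FPR1 to 6.78 and 5.59 (replicates 1 and 3 of DMSO), and of CHAC1 to −5.01 (replicate 1 of cAzadC). With all libraries thinned to the total of that library, 1899 were higher and 1438 lower of the 10832 genes then tested, without the fold minimum 3917 genes were lower and 4206 higher, and with limma on log2(FPM + 1) of the authors' deposited matrix 2095 were higher and 2369 lower.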

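Most tested genes of the monocyte and macrophage list and of the granulocyte list were higher with cAzadC. Most genes of the amino acid stress response were lower. Of 50 monocyte and macrophage genes, 43 were tested, 31 were higher, 4 were lower and 8 did not pass (33 higher when adjusted over the list alone), among them lysozyme (LYZ), 12.1-fold higher, and the costimulatory receptor CD86, 8.69-fold higher. Of 22 granulocyte genes, 14 were tested, 11 were higher and 0 were lower. Members of both lists such as LTF, MMP8, CD163 and MRC1 had too few counts to be tested. Members with few counts can pass the low-count filter through the treated libraries alone, so the filter favors members that rose. Of 33 target genes of ATF4, the transcription factor of the response to amino acid shortage, 20 were lower, 3 were higher and 10 did not pass, among them the amino acid transporter SLC7A5, 6.25-fold lower, and DDIT4, an inhibitor of mTOR signaling, 7.20-fold lower. Of 31 genes of antigen presentation, 28 were tested, 17 were higher and 1 was lower.

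In the camera test the monocyte and macrophage genes (adjusted p = 2.1e-24, and adjusted p = 0.043 with an estimated correlation), the granulocyte genes (adjusted p = 1.4e-15, and adjusted p = 0.019 with an estimated correlation) and the antigen presentation genes (adjusted p = 1.2e-11, and adjusted p = 0.043 with an estimated correlation) were higher than the other genes, and the ATF4 targets were lower (adjusted p = 1.1e-16, and adjusted p = 0.043 with an estimated correlation). FCGR1A, an Fc receptor of monocytes, had a log2 fold change of −0.03 (standard error 0.14, adjusted p = 0.89 from edgeR). Of the granulocyte genes, CD177 (4.39), CEBPE (3.42) and BPI (2.04) are given with their log2 fold changes, and PRTN3, a protease of early granules, had 0.15 without passing. HLA-DMA and HLA-DRA, of the class II pathway, rose by 3.07 and 2.79, and reads of HLA genes can be shared between near-identical copies. PDIA3, a chaperone of class I loading, had 0.52 without passing. SHMT2, the mitochondrial serine hydroxymethyltransferase, and SLC3A2, the partner of SLC7A5, fell by 1.96 and 1.86, and HERPUD1 had −0.33 without passing.

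Of the other lists here, glycolysis and ribosomal protein genes passed with the preset correlation alone, and the rest passed with neither correlation. Of 22 genes of glycolysis, 13 were lower, 2 were higher and 7 did not pass (adjusted p = 5.6e-06 from camera, and adjusted p = 0.14 with an estimated correlation), with LDHA, lactate dehydrogenase, at −1.47, the glucose transporter SLC2A3 at −1.51 and the myeloid hexokinase HK3 at 4.84, while LDHB had −0.56 without passing, but passed without replicate 1 of DMSO (−0.61) and without replicate 1 (−0.59) or 3 (−0.65) of cAzadC. Of 76 ribosomal protein genes, 19 were lower, 0 were higher and 57 did not pass (adjusted p = 2.4e-08 from camera, and adjusted p = 0.39 with an estimated correlation), for example RPL29 (−0.68) on the log2 scale, which was not called with thinned libraries (−0.58), while RPL7 had −0.35 without passing. The interferon-stimulated genes moved both ways, with 13 higher and 12 lower of 43 tested (47 listed, and 13 lower when adjusted over the list alone). Their median log2 fold change was 0.298, their mean −0.0802 and the camera test, which pointed up, did not pass (adjusted p = 0.29, and adjusted p = 0.62 with an estimated correlation), but passed with the stricter low-count filter (adjusted p = 0.039) and with thinned libraries (adjusted p = 0.042). TRIM22, also a p53 target, and the restriction factor MX2 rose by 2.30 and 1.54, XAF1 fell by 1.29, and LY6E had 0.22 without passing. Of 36 genes of nucleoside metabolism, 33 were tested, 8 were higher and 7 were lower (adjusted p = 0.84 from camera, and adjusted p = 0.92 with an estimated correlation), with a median log2 fold change of −0.0674 beside a mean of 0.346. CDA, the cytidine deaminase that inactivates Decitabine, rose 10.8-fold, SAMHD1, a dNTP hydrolase, rose 2.87-fold, and RRM2, of ribonucleotide reductase, had −0.29 without passing. Of 28 genes of the MLL-AF9 program, 25 were tested, 1 was higher and 2 were lower (adjusted p = 0.13 from camera, adjusted p = 0.62 with an estimated correlation, and adjusted p = 0.048 without replicate 3 of cAzadC, in a range of 5.8e-04 to 0.62 over all settings), with a median of −0.144 beside a mean of 9.3e-04. The receptor gene KIT rose by 4.31 (by 4.95 without replicate 3 of DMSO), SATB1 and MEF2C fell by 1.00 and 0.71, and CDK6 had −0.14 without passing. Of 75 cancer-testis and germline genes, 18 were tested, 5 were higher and 2 were lower (adjusted p = 0.55 from camera, and adjusted p = 0.65 with an estimated correlation). GTSF1, a piRNA pathway gene, had 1 count over the DMSO libraries and 117 over the cAzadC libraries, a ratio of 243 (95% counting interval 42.7 to 9673). PRAME had 0 counts over the DMSO libraries and was at least 19.4-fold higher against a floor of 3 counts over the group, TDRD9 rose by 3.21 and TEX15 fell by 1.25.

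Markers of cell types other than myeloid cells and the mitochondrial genes were also measured. Of 8 tested lymphoid markers (19 listed), 7 were higher, such as NKG7 at 1.72, CD3D at 2.12 and CD79A at 3.53. Of 6 tested stromal and epithelial markers (14 listed), 4 were higher, such as KRT8 at 3.17 and PECAM1 at 0.96, while KRT18 had 0.44 without passing. Of 5 tested erythroid and megakaryocytic markers (20 listed), 2 were higher and 2 were lower, with GATA1 at 2.58 and EPOR at −0.75, while GP1BA had 0.36 without passing. Markers with few counts can pass the low-count filter through the treated libraries alone, so the filter favors markers that rose. All 13 mitochondrial mRNAs were higher, with MT-ND4 at 1.15 and MT-CO1 at 1.12, and mitochondrial rRNA took 4.72 to 6.27% of the counts with cAzadC against 2.63 to 2.95% with DMSO. Of 9 housekeeping genes, 2 were higher and 1 was lower, with B2M at 1.27, GUSB at 0.84 and GAPDH at −0.76, while ACTB had −0.22 without passing. For the lists of these markers, too, the counts were the same when adjusted over the list alone.

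**Figure D2:**
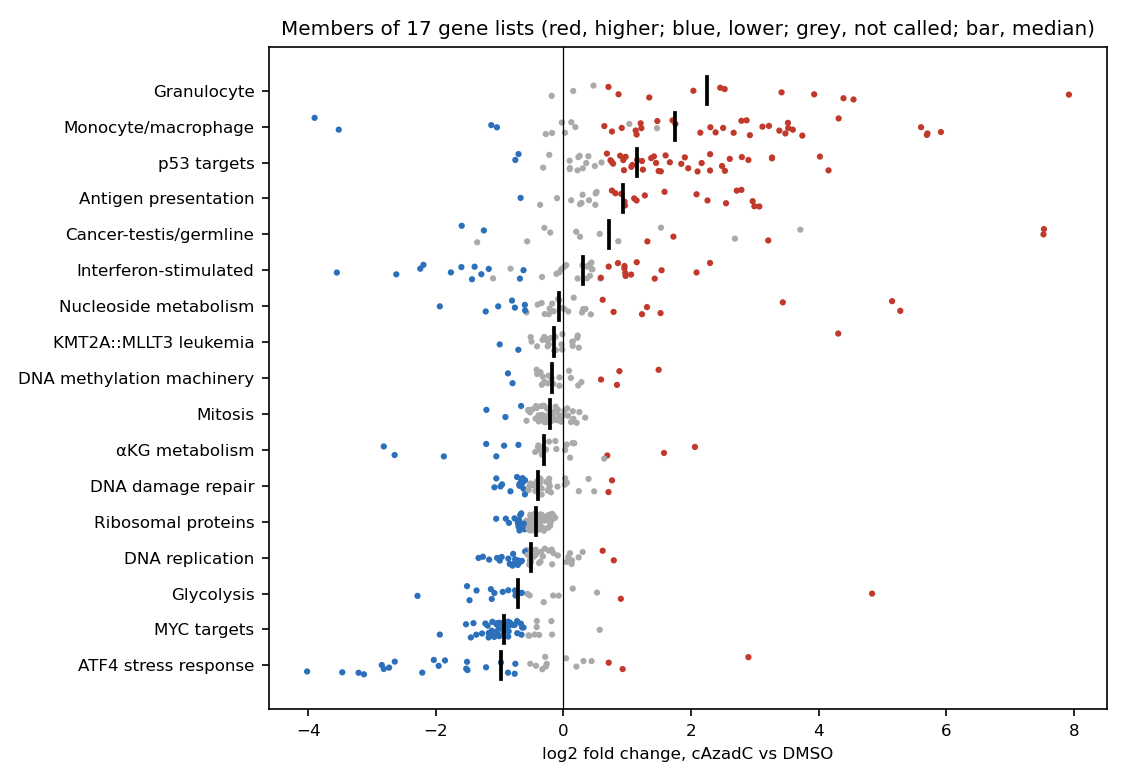
Log2 fold change (cAzadC against DMSO) of each tested member of the 17 lists, with a bar at the median of each list. Most members of the p53, monocyte and granulocyte lists lie above 0, and most members of the MYC and ATF4 lists lie below 0.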

Since MOLM‐13 cells only showed a small increase in hmdC compared to other AML cell lines, we subsequently analyzed how TET expression levels were affected in Kasumi‐1, which showed a substantially higher upregulation of hmdC after cAzadC treatment (Figure 2D). Here, we observed a time‐dependent and significant increase in *TET2* gene expression (Figure 3D), while the expression levels of the other TET enzymes (TET1 and TET3) were not significantly affected (Figure S2A), which is consistent with the particularly prominent role of TET2 among the TET enzymes in the hematopoietic context. Next, we checked whether the increased *TET2* gene expression levels in Kasumi‐1 cells after cAzadC treatment also translate into higher protein expression levels. Following 48 h of 1 µM cAzadC treatment, Kasumi‐1 cells exhibited a pronounced increase in TET2 protein levels relative to DMSO‐treated control (Figures 3E and S2B). Interestingly, despite persistently elevated *TET2* mRNA expression (Figure 3D) and sustained high genomic hmdC levels at 72 h post‐treatment (Figure 2D), TET2 protein abundance was again diminished at this later time point. Since more than 50% of Kasumi‐1 cells underwent apoptosis after 72 h of cAzadC exposure (Figure 3F), we assume that the decline in TET2 protein levels is not due to transcriptional downregulation but rather reflects apoptosis‐associated impairment of protein biosynthesis and enhanced protein degradation. In contrast, the elevated hmdC levels likely persist because of the relative stability of DNA modifications within the investigated time window.

Since enhanced TET2 activity has previously been linked to favorable responses to DNA hypomethylating therapies [35, 36], we asked whether loss‐of‐function *TET2* mutations impair AML cell sensitivity toward cAzadC. Consistent with this hypothesis, the TET2‐mutant AML cell line SKM‐1 exhibited a markedly weaker apoptotic response following cAzadC treatment (Figure 3F). Nevertheless, UHPLC‐QQQ‐MS analysis confirmed genomic incorporation of cAzadC (Figure S2C) also in SKM‐1 cells, and mdC levels were reduced comparable to other AML cell lines tested (Figure 3G), excluding resistance mechanisms upstream of DNMT inhibition. Of note and in line with the TET2‐deficient background of SKM‐1 cells, hmdC levels remained largely unchanged upon treatment (Figure 3G). While these observations must be interpreted cautiously regarding the pro‐apoptotic role of reinforced TET2 expression due to the distinct genetic backgrounds of AML cell lines, our findings support a model in which increased TET2 expression and catalytic activity enhance the therapeutic response to cAzadC.

To investigate how patient‐derived AML‐491 cells would react, we first quantified the levels of *TET2* mRNA after treatment. In these studies, we included the clinically established AzadC compound (Decitabine) [38, 39] as a reference. While the Decitabine treatment yielded highly inconsistent *TET2* expression changes, the cAzadC compound increased the *TET2* expression robustly in a dose‐dependent fashion more than 20‐fold at the highest concentration of 3 µM (Figure 4A). This is a dramatic effect and can only be explained by assuming that the expression of the epigenetically acting enzyme TET2 is indeed tightly repressed by DNA methylation and that the global demethylation, caused by cAzadC, leads to an unleashing of its expression. Whatever the exact reason may be, the data show that the complex genetic rewiring processes that are associated with global epigenetic demethylation caused by cAzadC leads to a substantial increase of the amount of TET2. This, in combination with higher αKG levels is suggested to be responsible for the increasing hmdC levels.

**FIGURE 4:**
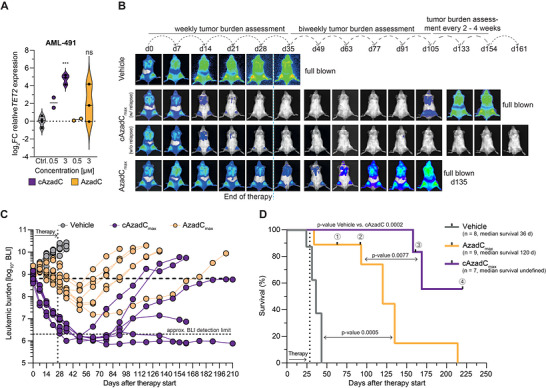
Effects of cAzadC treatment compared to AzadC (Decitabine) treatment and vehicle in vivo. (A) log_2_ fold‐change of TET2 expression levels in AML‐491 PDX cells after ex vivo treatment with cAzadC compared to AzadC. (B–D) NSG mice were transplanted i.v. with luc‐positive AML‐491 PDX cells. Leukemic burden was monitored by repeated bioluminescence in vivo imaging (BLI). At reaching a total flux of 7 × 10^8^ Photons/second, mice were treated with 40 mg/kg cAzadC (cAzadC_max_) or 0.25 mg/kg AzadC (AzadC_max_) or vehicle as control i.p. for 5 days a week for 4 weeks. Representative BLI images (B) and quantification (C), where each curve represents one mouse. (D) Kaplan–Meier curves of mice treated with vehicle (*n* = 8 of 3 independent experiments), AzadC_max_ (*n* = 9 of 3 independent experiments) and cAzadCmax‐treated (*n* = 7 of 2 independent experiments). Median survival after therapy start: vehicle (grey): 36 d, AzadC_max_ (orange): 120 d, and cAzadC_max_ (violet): undefined. Log‐rank (Mantel‐Cox) test.

Because increasing hmdC levels and higher TET2 activities were in the past firmly associated with reduced tumor growth [36, 40] and this finding was strongly supported by the results obtained in this study, we reasoned that in comparison to Decitabine, which despite substantially higher integration into the genome showed a substantial weaker impact on TET2 expression and activity in all AML cell lines tested (Figures S2 and S3), cAzadC would show improved antitumor activities also in an in vivo setting.

In order to investigate this, we performed an in vivo treatment experiment in a mouse xenograft model. We injected luc‐positive AML‐491 PDX cells into NSG recipient mice, which are immunodeficient to accept engraftment of primary human cells, and measured tumor outgrowth by following their bioluminescence (BLI) in vivo. Twentyone days after injection (referred to as d0), mice were treated for 4 weeks with either cAzadC, Decitabine or vehicle. Knowing about the different genomic integration kinetics of cAzadC and Decitabine, we decided to perform the comparison at the respective maximum tolerated doses determined previously in a toxicologic study [27]. There, an over 100‐fold better tolerance was observed for cAzadC compared to Decitabine. While this limited us to 0.25 mg/kg per day over 4 weeks for Decitabine, we were able to increase the dose to 40 mg/kg per day for cAzadC. The comparison at these maximum tolerated doses showed that, consistent with our speculation, a more rapid decrease in leukemic burden is observed with cAzadC (Figure 4B,C). The tumor reduction also lasted longer, for even up to 3 weeks after the end of treatment (Figure 4B,C). Interestingly, the re‐growth of tumor cells at the end of therapy was greatly reduced in both Decitabine and cAzadC‐treated mice compared to AML‐491 cells of the control that have not undergone treatment, but more pronounced for cAzadC (Figures 4C and S4). In two mice, leukemic stem cells (LSCs), expected to be the source of relapse, remained functional as indicated by the resumption of leukemic cell proliferation. In one mouse, leukemic cell proliferation resumed, but stopped before reaching again the BLI values at the beginning of the therapy. In another mouse, proliferation initially resumed, but then stopped and dropped without further treatment below the BLI detection limit, suggesting exhaustion of leukemic cells. Remarkably, in two mice, the leukemic burden remained below the detection limit until they had to be sacrificed due to leukemia‐unrelated end‐points, indicating that LSCs were effectively eradicated (Figure 4C). In contrast, Decitabine treatment at the maximum tolerated dose failed to eradicate LSCs, leading in all mice to resumption of proliferation. Despite a significantly increased survival time, all Decitabine‐treated mice had to be sacrificed prematurely due to high leukemic burden. Overall, we observed a significant increase in survival of cAzadC treated mice, not only in comparison to control‐treated mice, but also compared to mice treated with Decitabine at the maximum tolerated dose (Figure 4D).

In summary, our findings indicate that reactivation of TET2 activity represents a major contributor to the antileukemic efficacy of cAzadC and may explain its superior therapeutic effects compared to Decitabine. Although both compounds induce DNA‐DNMT crosslinks, accompanied by DNA hypomethylation and DNA damage, Decitabine showed substantially higher genomic incorporation (Figure S3) and is therefore expected to generate at least similar, if not greater, levels of DNMT trapping. Nevertheless, Decitabine induced considerably weaker TET2 reactivation and antileukemic activity compared to cAzadC. These results strongly suggest that the enhanced therapeutic activity of cAzadC is not merely a consequence of DNA‐DNMT crosslink formation, but is importantly linked to its capacity to restore TET2 function.

## Author Contributions

**Maike Däther**: investigation, validation, visualization, formal analysis, methodology. **Elsa Peev**: investigation, methodology, validation, visualization, formal analysis. **Annika Fröhlich**: investigation, methodology, validation, visualization, formal analysis. **Binje Vick**: investigation, methodology, validation, visualization, conceptualization, formal analysis. **Sogol Fatourechi**: investigation, methodology, validation, visualization, formal analysis. **Gilles Gasparoni**: investigation, methodology, validation, visualization, formal analysis. **Matthias Heiss**: investigation, methodology, validation, conceptualization, formal analysis, project administration. **Corinna C. Pleintinger**: investigation, methodology, validation, formal analysis. **Emmanuel Asu Bisong**: investigation, methodology, validation, formal analysis, resources. **Hans Hurmiz**: investigation, methodology, validation, formal analysis, resources. **Davide Guglielminotti**: investigation, methodology, validation, formal analysis, resources. **Yasmin V. Gärtner**: investigation, methodology, validation, visualization, formal analysis. **Tina Aumer**: investigation, methodology, validation, visualization, formal analysis. **Karsten Spiekermann**: funding acquisition, project administration, supervision. **Jörn Walter**: funding acquisition, project administration, supervision, conceptualization. **Irmela Jeremias**: conceptualization, funding acquisition, project administration, supervision. **Franziska R. Traube**: conceptualization, investigation, funding acquisition, writing – review and editing, methodology, validation, visualization, formal analysis, project administration, supervision, data curation. **Thomas Carell**: conceptualization, funding acquisition, writing – original draft, project administration, supervision.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

The authors have cited additional references within the Supporting Information [29, 40, 43, 44, 45, 46, 47, 48, 49].
**Supporting File**: anie73204‐sup‐0001‐SuppMat.pdf.

## Data Availability

The RNAseq data of 0.5 µM cAzadC or AzadC treated MOLM‐13 cells were deposited at the gene expression omnibus (GEO) repository [41, 42] with the dataset identifier GSE225154. All other data is available in the Supporting Information.

# Supplementary material for: Increasing TET Expression and 5‐Hydroxymethylcytosine Formation by a Carbocyclic 5‐Aza‐2′‐deoxy‐cytidine Antimetabolite
**Source:** Angew Chem Int Ed Engl. 2026 Jun 21;65(32):e6265286. doi: 10.1002/anie.6265286
**Supplement:** Supplementary file 1 — The authors have cited additional references within the Supporting Information [29, 40, 43, 44, 45, 46, 47, 48, 49]. Supporting File: anie73204‐sup‐0001‐SuppMat.pdf.

# Supporting Information

## Increasing TET expression and 5-hydroxymethylcytosine formation by a carbocyclic 5-aza-2'-deoxy-cytidine antimetabolite

Maike Däther<sup>[a],#</sup>, Elsa Peev<sup>[a],#</sup>, Annika Fröhlich<sup>[b],#</sup>, Binje Vick<sup>[b],[f]</sup>, Sogol Fatourehchi<sup>[a]</sup>, Gilles Gasparoni<sup>[c]</sup>, Matthias Heiss<sup>[a]</sup>, Corinna C. Pleintinger<sup>[a]</sup>, Emmanuel Asu Bisong<sup>[a]</sup>, Hans Hurmiz<sup>[a]</sup>, Davide Guglielminotti<sup>[a]</sup>, Yasmin V. Gärtner<sup>[a]</sup>, Tina Aumer<sup>[a]</sup>, Karsten Spiekermann<sup>[d]</sup>, Jörn Walter<sup>[c]</sup>, Irmela Jeremias<sup>\*,[b],[f],[g]</sup>, Franziska R. Traube<sup>\*,[a],[e],[g]</sup> and Thomas Carell<sup>\*,[a],[g]</sup>

- 
- [a] M. Sc. M. Däther, M. Sc. E. Peev, M. Sc. S. Fatourehchi, Dr. M. Heiss, Dr. C. C. Pleintinger, M. Sc. E. A. Bisong, M. Sc. H. Hurmiz, M. Sc. D. Guglielminotti, M. Sc. Y. V. Gärtner, -Dipl. Pharm. T. Aumer, Jun.- Prof. Dr. F. Traube, Prof. Dr. T. Carell  
- [b] A. Fröhlich, Dr. B. Vick, Prof. Dr. I. Jeremias  
- [c] Dr. G. Gasparoni, Prof. Dr. J. Walter  
- [d] Prof. Dr. K. Spiekermann, Medizinische Klinik und Poliklinik III, Campus Großhadern, LMU University Hospital, LMU Munich, Marchioninistr. 15, 81377 Munich, Germany
- [e] Jun.- Prof. Dr. F. Traube, Institute of Biochemistry, University of Stuttgart, Allmandring 31, 70569 Stuttgart, Germany
- [f] Dr. B. Vick, Prof. Dr. I. Jeremias: German Cancer Consortium (DKTK), partner site Munich, a partnership between DKFZ and University Hospital LMU Munich, Munich, Germany
- [g] Prof. Dr. I. Jeremias, Jun.- Prof. Dr. F. R. Traube, Prof. Dr. T. Carell, Cluster for Nucleic Acid Therapeutics Munich (CNATM), Munich, Germany
- # These authors contributed equally.

## Supporting Figures

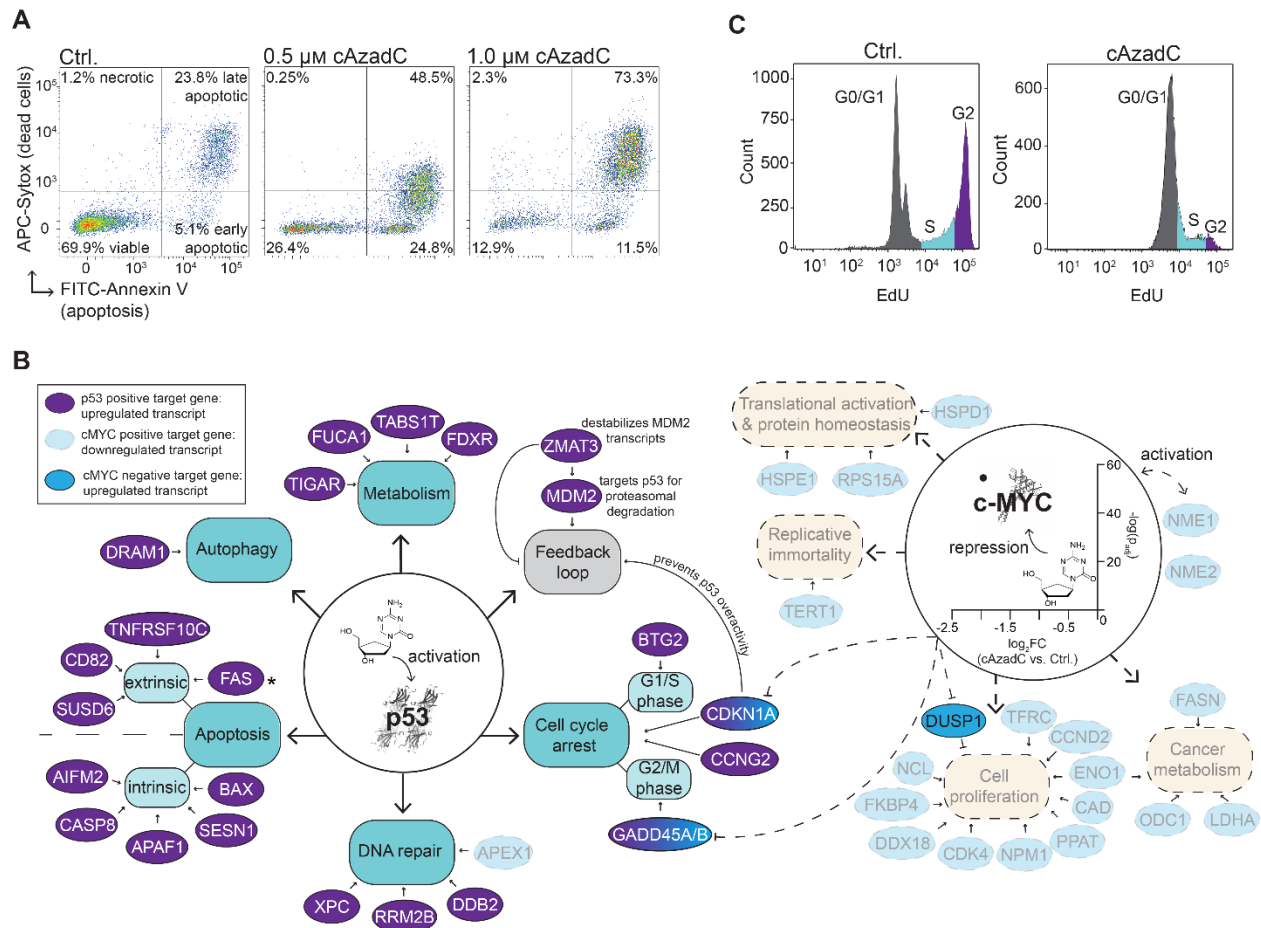

**Figure S1: Anti-leukemic effect of cAzadC in MOLM-13 cells after treatment for 72 h with 0.5  $\mu$ M (A – C) and 1.0  $\mu$ M (A) cAzadC.** (A) Apoptotic cells quantified by a flow-cytometry assay based on Annexin V signal intensity. (B) Transcription level changes of p53 and MYC-target genes after treatment based on the RNAseq data presented in Fig. 3. Solid lines indicate upregulated target genes; dashed lines indicate downregulated target genes. The genes are grouped according to the cellular process, in which they are involved. (C) Proliferation as indicated by EdU incorporation, followed by Click chemistry using an azide-tagged fluorophore and quantification by flow cytometry. (A, C) 10000 events were quantified, representative result of one out of three independent experiments.

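For this panel, RNA-seq of cAzadC-treated and DMSO-treated MOLM-13 cells was read for 44 genes that act downstream of p53 or MYC. The p53 target genes drawn as upregulated, 23 in all, were all higher with cAzadC. CDKN1A, which encodes the cell cycle inhibitor p21, rose 4.29-fold, MDM2, the ligase that degrades p53, 2.88-fold, SESN1, a sestrin of the stress response, 3.60-fold and BTG2, an antiproliferative gene, 3.88-fold. Of 20 MYC targets drawn as downregulated, 19 were lower, with TFRC, the transferrin receptor, 2.24-fold, CDK4 2.25-fold, the cyclin gene CCND2 2.06-fold and ODC1, of polyamine synthesis, 2.31-fold lower. The 4 genes that MYC represses, CDKN1A, GADD45A, GADD45B and DUSP1, were all higher.

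The log2 fold changes were 2.10 for CDKN1A (standard error 0.12, adjusted p = 2.1e-08 from edgeR, n = 3 per group), 1.52 for MDM2, 1.85 for SESN1, 1.95 for BTG2 and 2.26 for DUSP1, a phosphatase of MAP kinases. They were −1.17 for TFRC (standard error 0.0854, adjusted p = 2.0e-07 from edgeR, n = 3 per group), −1.17 for CDK4, −1.04 for CCND2, −1.21 for ODC1 and −0.83 for the repair endonuclease APEX1. RPS15A, a ribosomal protein gene, had a log2 fold change of −0.52 (standard error 0.15, adjusted p = 0.0087 from edgeR), under the fold minimum, and of −0.72 without replicate 1 of cAzadC, where it passed. Over the 44 genes, 44 moved the way the panel draws them and 43 of these passed both thresholds. The panel was drawn from the RNA-seq data of these samples, and how its genes were chosen is not stated, so the tally is not independent evidence of a direction. GADD45B, at 0.59, passed narrowly and kept its call under 11 of 18 other settings, its log2 fold change being 0.45 without replicate 1 of DMSO, 0.47 without replicate 2 of cAzadC and 0.48 without replicate 3 of cAzadC. NME1 and NME2, both in the panel, are near-identical neighbors that can share reads.

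**Figure D3:**
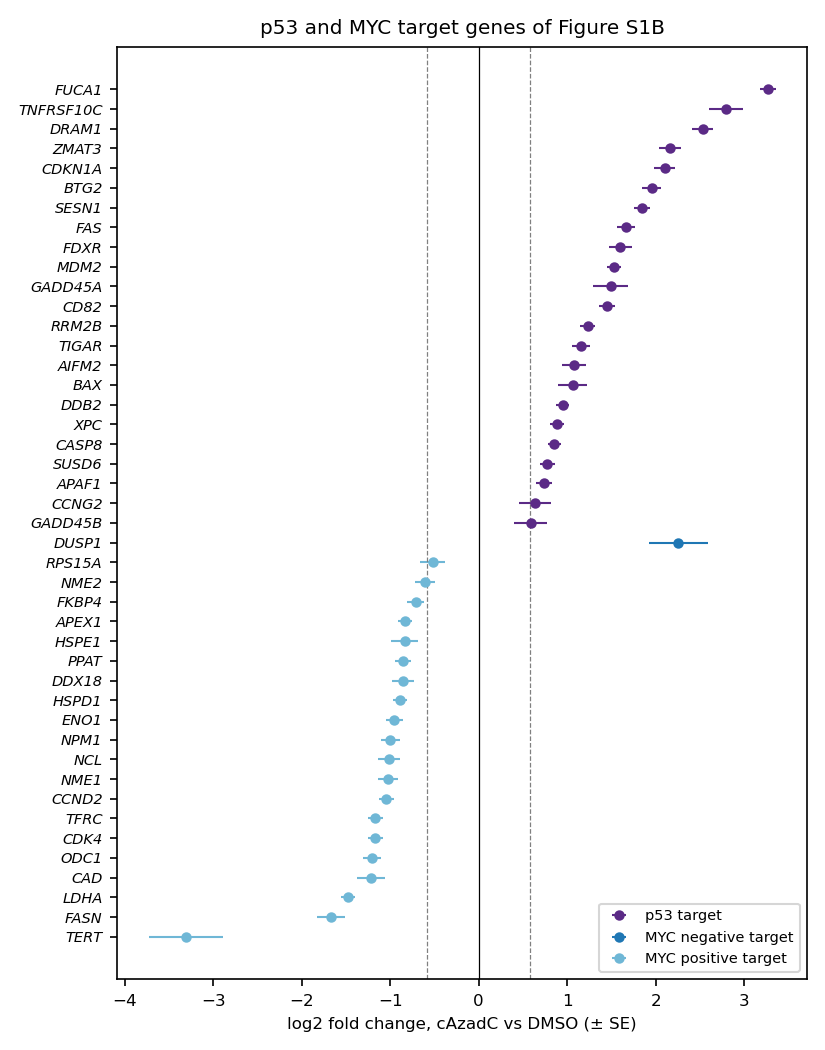
Log2 fold change (cAzadC against DMSO) and standard error of the 44 genes, in the groups of the panel, with dashed lines at an absolute log2 fold change of 0.5849. The p53 targets and the genes that MYC represses lie above 0 and the MYC targets below 0.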

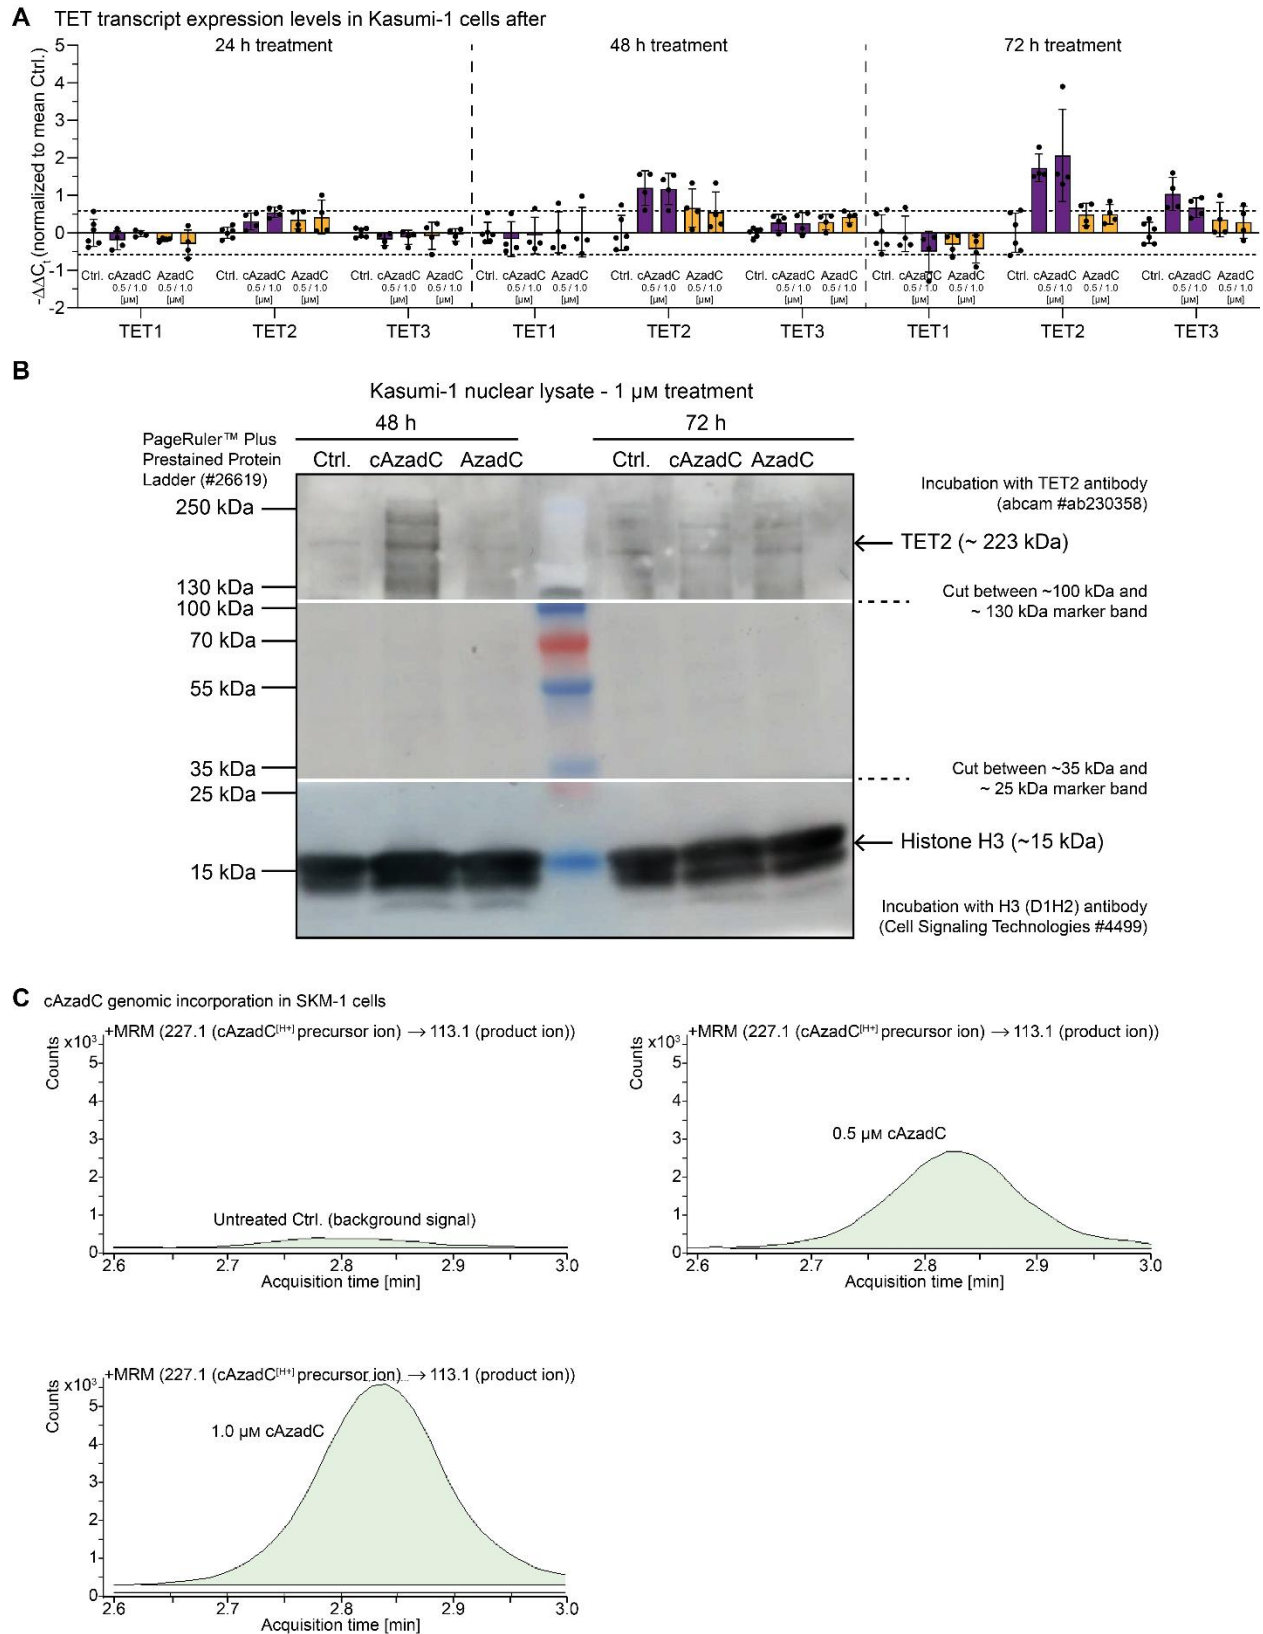

Figure S2: **cAzadC effect on TET2 expression.** (A, B) Kasumi-1 cells were treated as indicated and *TET1* - 3 gene expression levels were analysed with RT-qPCR (A) and TET2 protein levels were analysed with immunoblotting (B).

TET2 gene and protein expression levels after cAzadC treatment and control levels of Fig. S2A, B are also displayed in Fig. 3D, E. (C) Chromatogram of UHPLC-QQQ-MS showing specific and concentration-dependent genomic cAzadC incorporation in SKM-1 cells.

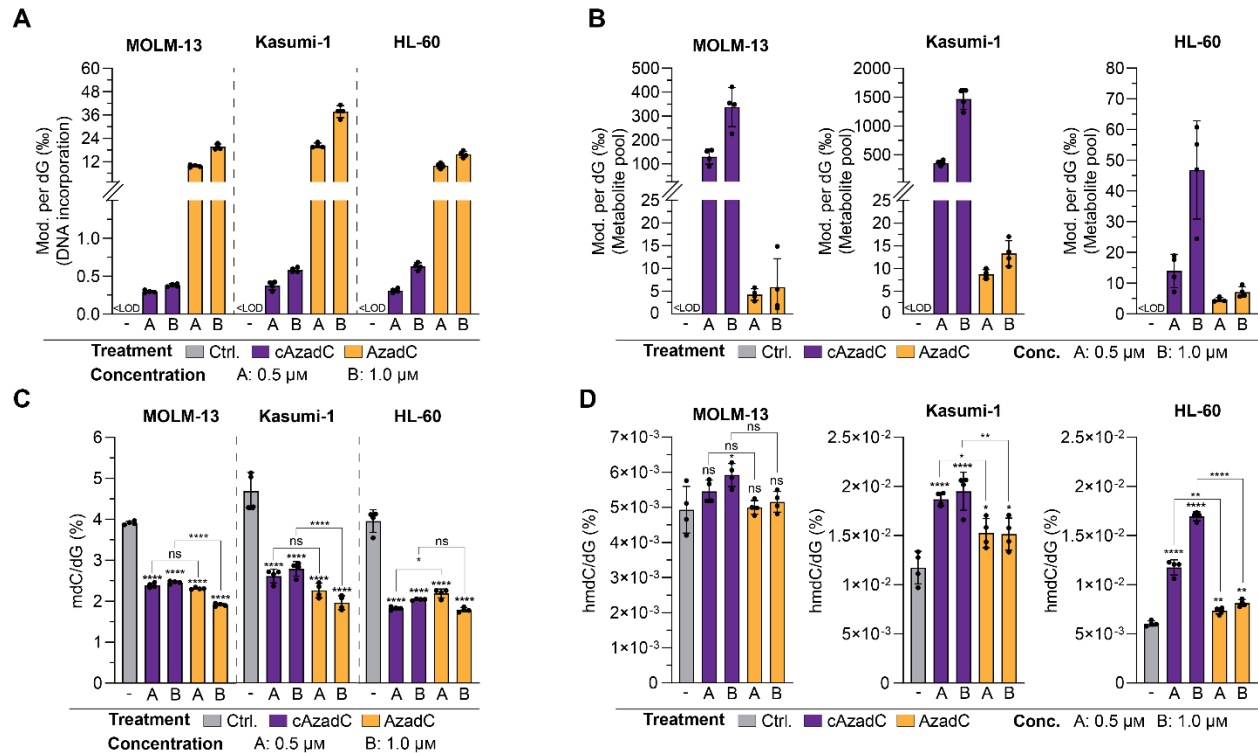

**Figure S3: Metabolization and DNA methylation changes in AML cells induced by cAzadC compared to AzadC.** (A – D) Cells were treated with the given concentrations of cAzadC, AzadC or 0.1% DMSO as control (Ctrl.) for 72 h. results obtained from cAzadC treatment are also shown in Fig. 2. Dots represent data from biologically independent experiments. Bars represent the mean; error bars display standard deviation. (A) Genomic incorporation of cAzadC and AzadC (Mod.) per dG (‰). (B) Levels of cAzadC and AzadC (Mod.) in the metabolite pool per dG (‰). (C) Levels of genomic mdC per dG (%). (D) Levels of genomic hmdC per dG (%). (C, D) One-way ANOVA combined with Šidák's multiple comparisons test. ns = not significant,  $p_{adj}^* < 0.05$ ,  $^{**} < 0.01$ ,  $^{***} < 0.001$ ,  $^{****} < 0.0001$ . Significance indicators above bars represent comparison to Ctrl.

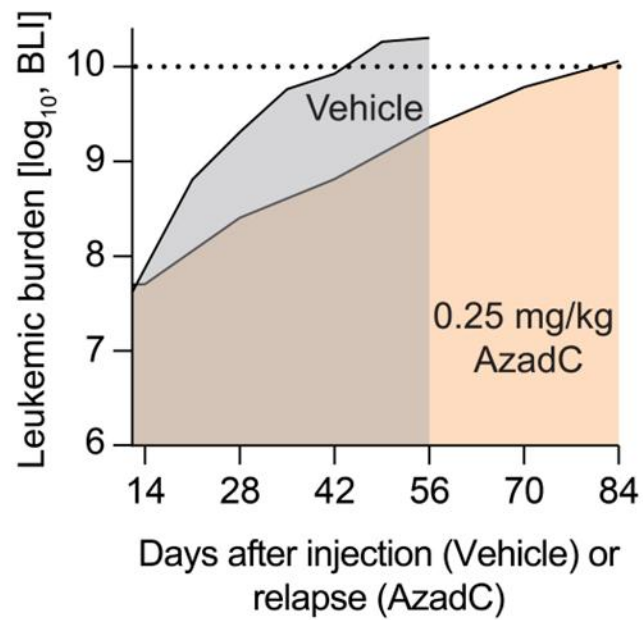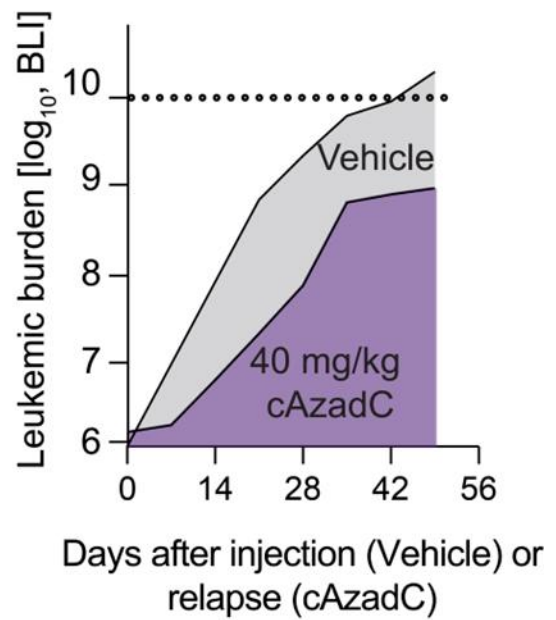

Figure S4: **Growth curves (mean) of relapsed AML-491 cells after treatment with AzadC (0.25 mg/kg) or cAzadC (40 mg/kg) in comparison to growth of treatment-naïve AML-491 cells (Vehicle).**

## Materials and Methods

### General cell culture MOLM-13, Kasumi-1 and HL60 cells

MOLM-13 cells (Leibniz Institute DSMZ – German Collection of Microorganisms and Cell Cultures; AML cell line<sup>[48]</sup>), Kasumi-1 cells (Leibniz Institute DSMZ – German Collection of Microorganisms and Cell Cultures; AML cell line<sup>[45]</sup>) and HL-60 cells (Leibniz Institute DSMZ – German Collection of Microorganisms and Cell Cultures; AML cell line<sup>[43]</sup>) were cultivated at 37 °C in water-saturated, CO<sub>2</sub>-enriched (5 %) atmosphere. RPMI-1640 (Merck R0883), containing 20 % (v/v) fetal bovine serum (FBS) (Invitrogen 10500-064) and 2 mM L-alanyl-L-glutamine (Merck G8541) were used as growing medium. When reaching a density of  $2 \times 10^6$  cells/mL, the cells were routinely passaged to a density of  $0.5 \times 10^6$  cells/mL. Cells were maintained for ~ 25 passages after thawing. Cells were tested regularly (at least once for the time of passaging) for *Mycoplasma* contamination using Mycoplasma Detection Kit (Jena Bioscience PP-401L).

### Cell culture for nucleoside quantification, RNAseq, proliferation assay and apoptosis assay

Cells were seeded at a concentration of  $0.5 \times 10^6$  cells/mL unless stated otherwise and directly treated with cAzadC using the indicated concentration and incubation time during which the medium was not renewed. DMSO-treated cells (0.03%) served as a negative control in all experiments unless indicated otherwise.

### Purification of DNA and metabolite pool (MP)

For the purification of DNA and MP, cells were washed with DPBS. If cells were not used directly, they were lysed in 800 µL RLT lysis buffer (Qiagen 79216) supplemented with 1% (v/v) 2-mercaptoethanol and stored at -80 °C. gDNA isolation and subsequent digestion for LC-MS/QQQ measurements was performed as previously described<sup>[29]</sup>. For MP extraction, cells were harvested in 80 % Acetonitrile. The samples were incubated 30 min on ice and occasionally vortexed and then centrifugated 30 min at 4 °C at 10,000 ×g. The supernatant containing the metabolite pool was collected and lyophilized. The dry pellet was then resuspended in buffer containing 50 mM ammonium citrate tribasic and 0.01 % formic acid in LC-MS grade water. Both, digested DNA and MP were filtered through 0.2 µm Supor Natural PP filters (Pall Corporation, AcroPrep Advance 96 Well) before measurement by LC-MS/QQQ.

### RNA isolation

400 µL of the first flow-through of the gDNA analysis was used to isolate RNA. To this end, 300 µL of 95% Ethanol were added, transferred to a Zymo-Spin IIC column (ZymoResearch C1011-50) and incubated for 1 min. After RNA binding, the column was centrifuged at RT, 1500 × g (2 min) and at 10 000 × g (30 s). The flow-through was discarded and the column was washed with 800 µL RNA Wash Buffer (ZymoResearch R1003-3). To remove residual DNA contamination, DNA was digested according to the peqGOLD DNase I Digest kit (VWR 13-1091-01), followed by washing

steps with 400 µL RNA Prep Buffer (ZymoResearch R1060-2) and 800 µL RNA Wash Buffer. The RNA was eluted using 53 µL of Milli-Q H<sub>2</sub>O and the concentration was determined using a spectrophotometer (Implen, NanoPhotometer N60) in the RNA 40 mode with air bubble recognition set on and 1 µL of sample.

#### RNA quality and integrity check

After RNA isolation, no further DNA contamination assessment was done. RNA integrity check was done using the Agilent 4150 (G2992AA) TapeStation and Agilent High Sensitivity RNA ScreenTape according to the provided manual for all samples, except for one out of three Ctrl. samples, one additional PBS Ctrl. sample and one out of two 0.5 µM AzadC samples, which were spared because the RNA concentration was not sufficient to run the test. Obtained RIN<sup>®</sup> value per independent biological sample:

#### cDNA synthesis and RT-qPCR

cDNA synthesis was performed with the iScript cDNA Synthesis Kit (Bio-Rad 1708891) according to the manufacturer's protocol using 0.5 - 1 µg of RNA per sample.

For subsequent RT-qPCR the following oligonucleotides were used (HK = house keeper):

Each primer pair (forward and reverse) was mixed and diluted to a final concentration of 1  $\mu$ M. Subsequently, per 8  $\mu$ L of diluted primers, 10  $\mu$ L of iTaQ Universal SYBR Green supermix (Bio-Rad 1725124) was added (RT-qPCR reaction mix). RT-qPCR was performed in 20  $\mu$ L reactions with 2  $\mu$ L of 10 ng/ $\mu$ L cDNA (20 ng per reaction) mixed with 18  $\mu$ L of RT-qPCR reaction mix (final primer concentration 400 nM). First, a no-reverse transcription control qPCR was performed for each sample using the hActB primer pair to ensure that no potential DNA contamination would interfere with the experiment. In addition, the hTET2 primer pair was designed to target different exons.

All samples were run in technical triplicates using the following PCR program on a qTOWER<sup>3</sup>/G cycler (Jena Biosciences):

Using the qPCRsoft 4.1 software, auto threshold mode was selected to calculate the C<sub>t</sub> value and the average C<sub>t</sub> value for each sample/primer pair was calculated from the technical replicates. An RT-qPCR assay for Actin Beta (ActB) transcripts was used as a housekeeping transcript reference to calculate  $\Delta$ C<sub>t</sub> values. Fold change values were calculated with the  $\Delta\Delta$ C<sub>t</sub> method using the average  $\Delta$ C<sub>t</sub> of all controls (DMSO-treated cells) as a reference.

### cDNA synthesis and RT-qPCR of Kasumi-1 cells

cDNA synthesis was performed with the RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific K1621) according to the manufacturer's protocol using 0.2 µg of RNA per sample.

For subsequent RT-qPCR the following oligonucleotides were used (HK = house keeper):

Each primer pair (forward and reverse) was mixed and diluted to a final concentration of 10 µM. Subsequently, per 1 µL of diluted primers, 5 µL of PowerUp™ SYBR™ Green qPCR Master Mix (Applied Biosystems, Thermo Fisher Scientific A25742) was added (RT-qPCR reaction mix). RT-qPCR was performed in 10 µL reactions with 2 µL of 10 ng/µL cDNA (20 ng per reaction) mixed with 8 µL of RT-qPCR reaction mix. A no-reverse transcription control qPCR was performed for each run using each primer pair to ensure that no potential DNA contamination would interfere with the experiment.

All samples were run in technical triplicates using the following PCR program on a QuantStudio 5 Real-Time PCR system (Applied Biosystems, Thermo Fisher Scientific):

Using the Quantstudio™ Design and Analysis Software v1.5.2 (Applied Biosystems, Thermo Fisher Scientific), auto threshold mode was selected to calculate the  $C_t$  value and the average  $C_t$  value for each sample/primer pair was calculated from the technical replicates. An RT-qPCR assay for *GAPDH* transcripts was used as a housekeeping transcript reference to calculate  $\Delta C_t$  values. Fold change values were calculated with the  $\Delta\Delta C_t$  method using the average  $\Delta C_t$  of all controls (DMSO-treated cells) within one timepoint as a reference.

#### RNAseq of MOLM-13 cells

RNAseq libraries were prepared using 100 ng of total RNA per sample with the NEBnext Ultra II Directional RNA library kit for Illumina (New England Biolabs) according to the manufacturer's recommendations. Libraries were quantified with the NEBnext library quant kit for Illumina (NEB) and then sequenced for 100 nt using a V3 single read flow cell on a HiSeq 2500 (Illumina) to an average read depth of 36 M reads per sample. Exact numbers for each sample used in this study are listed in the Supplementary Information. After QC with FastQC Version 0.11.2 (<http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc/>), reads were adaptor-trimmed ( $Q < 20$ ) with Cutadapt (Version 1.4.132) using Trim Galore! (Version 0.3.3) ([https://www.bioinformatics.babraham.ac.uk/projects/trim\\_galore/](https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/)). Reads were aligned to hg38 assembly with the grape-nf pipeline (<https://github.com/guigolab/grape-nf>) wrapping STAR<sup>[44]</sup> (Version 2.4.0j33) and RSEM<sup>[46]</sup> (Version 1.2.2134). Differential analysis was performed in R using the DESeq2 package<sup>[47]</sup>.

The sample reads (M) for each MOLM-13 RNAseq sample presented in this study were the following:

- DMSO Ctrl.: 1 – 40.47, 2 – 23.72, 3 – 32.16
- cAzadC (0.5  $\mu$ M, 72 h): 1 – 32.34, 2 – 17.53, 3 – 4.83

### LC-MS/MS analysis

For quantitative mass spectrometry an Agilent 1290 Infinity equipped with a variable wavelength detector (VWD) combined with an Agilent Technologies G6490 Triple Quad LC/MS system with electrospray ionization (ESI-MS, Agilent Jetstream) was used. Operating parameters: positive-ion mode, cell accelerator voltage of 5 V, N<sub>2</sub> gas temperature of 120 °C and N<sub>2</sub> gas flow of 11 L/min, sheath gas (N<sub>2</sub>) temperature of 280 °C with a flow of 11 L/min, capillary voltage of 3000 V, nozzle voltage of 0 V, nebulizer at 60 psi, high-pressure RF at 100 V and low-pressure RF at 60 V. The instrument was operated in dynamic MRM mode (Table S10). For separation an Uptisphere C18-HDO column (3.0 µm, 150 × 2.1 mm from Interchim, UP3HDO-150/021) was used. Running conditions were 35 °C and a flow rate of 0.35 mL/min in combination with a binary mobile phase of 5 mM NH<sub>4</sub>OAc aqueous buffer A, brought to pH 4.9 with glacial acetic acid (200 µL/L), and an organic buffer B of 2 mM NH<sub>4</sub>COOH in 80 % acetonitrile (Roth, Ultra LC-MS grade, purity ≥ 99.98). The gradient started at 100 % solvent A for 0.5 min, followed by an increase of solvent B to 10 % over 5.5 min. From 6.0 min to 8.5 min, solvent B increased to 20 % then to 80 % in 1 min and maintained at 80 % for 1.5 min before returning to 100 % solvent A in 0.5 min and a 2.2 min re-equilibration period. Of each sample 10 µL were co-injected with 1 µL of stable isotope labeled internal standard (ISTD) which was aspirated automatically before each injection from the instrument itself. The sample data were analyzed by the quantitative and qualitative MassHunter Software from Agilent using the integrated calibration function. The calibration solutions ranged from 0.1 pmol to 200 pmol for each canonical nucleoside and from 0.004 pmol to 5 pmol for each modified nucleoside (12 calibration levels).

### α-Ketoglutarate (αKG) assay

To determine the relative amount of α-KG, MOLM-13 cells were seeded at a concentration of  $5.0 \times 10^5$  cells/mL and treated for 72 h with 0.5 µM cAzadC or AzadC, respectively. Samples (n = 8 – 9 biologically independent replicates) were analyzed using the α-Ketoglutarate Assay Kit (Sigma-Aldrich #MAK054) according to the manufacturer's protocol. After harvest, the cells were washed twice with PBS and resuspended in 100 µL α-KG buffer. Samples were filtered for 15 min at 13000 x g, 4°C using Ultrafree Centrifugal Filter Units (Sigma-Aldrich #UFC30LG25). The flow through was collected and divided into an αKG assay sample and an αKG assay blank well to have an individual blank value for each sample. The Fluorescent Peroxidase Substrate was diluted 5-fold in α-KG buffer prior to use. All samples were measured in a final volume of 100 µL of α-KG buffer supplemented with 2 µL αKG Converting Enzyme, 2 µL αKG Development Enzyme and 2 µL Fluorescent Peroxidase Substrate per sample. All blanks were measured in a final volume of 100 µL of αKG buffer containing 2 µL αKG Development Enzyme and 2 µL Fluorescent Peroxidase Substrate per sample. Samples were measured as a fluorometric assay at  $\lambda_{\text{ex}} = 535$  nm /  $\lambda_{\text{em}} = 587$  nm on a multimode microplate reader (Tecan). The normalized relative fluorescent unit (RFU), which correlates with the amount of αKG, was calculated for each sample by subtracting the RFU of the blank from the RFU of the sample.

### Flow-cytometry based proliferation and apoptosis assays

The flow-cytometry based proliferation and apoptosis assays in MOLM-13 cells were performed as previously described.<sup>[40]</sup>

### Western Blot

Nuclear lysates were prepared using the Nuclear Extraction Kit (abcam ab113474) following the manufacturer's instructions. Protein concentration was determined via BCA assay. Protein samples were mixed with 4× SDS loading buffer before electrophoresis.

Proteins were separated using Mini-PROTEAN TGX precast gradient gels (Bio-Rad 4561084) for 60 min at 150 V in SDS running buffer (25 mM Tris, 192 mM glycine, 0.01% (w/v) SDS). Precision Plus Protein Dual Color Standards were used as molecular weight marker (Bio-Rad 1610394). Proteins were transferred to membranes using pre-cooled Towbin blotting buffer (25mM Tris, 192 mM glycine, 20% (v/v) methanol, 0.038% (w/v) SDS). Western Blotting (tank (wet) electro transfer) was performed overnight at 4°C with active cooling and stirring. Membranes were blocked for 1 h at room temperature using 5% (w/v) milk powder in TBS-T (20 mM Tris, 150 mM NaCl, 0.1% (v/v) Tween-20).

Primary antibodies were diluted in 0.5% (w/v) milk powder in TBS-T and incubated with the membranes overnight at 4°C while shaking. The following primary antibodies were used: anti-TET2 antibody at 1:500 (Abcam ab230358) and anti-Histone H3 antibody at 1:5000 (Cell Signaling Technology 4499). Membranes were washed three times 10 min with TBS-T prior to secondary staining, using HRP-conjugated mouse anti-rabbit secondary antibody at 1:10,000 (Santa Cruz sc-2357) in 0.5% milk powder in TBS-T for 1 h at room temperature. Afterward, the membrane was washed two times with TBS-T and one time with TBS (TBS-T without Tween-20) before SuperSignal West Pico Chemiluminescent Substrate (Thermo Scientific 34077) was used for imaging. Western blots were imaged using Amersham Imager 680 (auto exposure mode).

### Ex vivo studies with AML-491 PDX cells

AML-491 PDX cells were re-isolated from full-blown donor mice and cultivated in StemPro-34 medium (Thermo Fisher Scientific Waltham, MA, USA) supplemented with 1 % l-Glutamine, 1 % Penicillin/Streptomycin, 2 % FCS (all Gibco, San Diego, CA, USA), 10 ng/mL hrFLT3L (R&D Systems, Minneapolis, MN, USA), 10 ng/mL hrSCF, 10 ng/mL hrTPO, and 10 ng/mL hrIL3 (all Peprotech, Rocky Hill, NJ, USA) at a density of  $1 \times 10^6$  cells per mL, and kept at 37 °C, 5% CO<sub>2</sub>. Cells were treated with 0.5 μM, 1.0 μM or 3 μM cAzadC or AzadC for 72 h, then washed once in PBS, and either stored at -80 °C until further sample preparation for QQQ-MS analysis or RT-qPCR.

### In vivo therapy trials

9 to 16 weeks old male NOD.Cg-Prkdc<sup>scid</sup> IL2rg<sup>tm1Wjl</sup>/SzJ (NSG) mice (Charles River, Sulzfeld, Germany) were transplanted into the tail vein with  $1.0 - 1.5 \times 10^6$  luciferase-positive AML-491 PDX cells. Tumor outgrowth was monitored by *in vivo* bioluminescence imaging (BLI).<sup>[49]</sup> When total flux reached values around  $1 \times 10^9$  Photons / second (around d21 after injection), mice were

treated as indicated (cAzadC and AzadC were diluted in PBS) by intraperitoneal injection once per day, 5 days a week for four consecutive weeks. Leukemic burden was monitored by BLI every 1 – 4 weeks. Body weight and general health condition were checked daily. Mice were sacrificed at advanced leukemic disease (BLI signal  $>10^{10}$  Photons/sec), when clinical signs of illness appeared (rough fur, hunchback, reduced motility), if therapy related toxicity was observed (loss of body weight  $>15\%$ ), or if BLI was below detection limit for more than three months.

## References Supplementary Information

- [29] F. R. Traube, S. Schiffers, K. Iwan, S. Kellner, F. Spada, M. Müller, T. Carell, *Nat. Protoc.* **2019**, *14*, 283-312. "Isotope-dilution mass spectrometry for exact quantification of noncanonical DNA nucleosides"
- [40] T. Aumer, C. B. Gremmelmaier, L. S. Runtsch, J. C. Pforr, G. N. Yeşiltaş, S. Kaiser, F. R. Traube, *Clin. Epigenetics* **2022**, *14*. "Comprehensive comparison between azacytidine and decitabine treatment in an acute myeloid leukemia cell line"
- [43] S. J. Collins, *Blood* **1987**, *70*, 1233-1244. "The HL-60 Promyelocytic Leukemia Cell Line: Proliferation, Differentiation, and Cellular Oncogene Expression"
- [44] A. Dobin, C. A. Davis, F. Schlesinger, J. Drenkow, C. Zaleski, et al., *Bioinformatics* **2013**, *29*, 15-21. "STAR: ultrafast universal RNA-seq aligner"
- [45] L. Larizza, I. Magnani, A. Beghini, *Leukemia and Lymphoma* **2005**, *46*, 247-255. "The Kasumi-1 cell line: a t(8;21)-kit mutant model for acute myeloid leukemia"
- [46] B. Li, C. N. Dewey, *BMC Bioinformatics* **2011**, *12*, 323-338. "RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome"
- [47] M. I. Love, W. Huber, S. Anders, *Genome Biol.* **2014**, *15*, 550-570. "Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2"
- [48] Y. Matsuo, R. A. F. MacLeod, C. C. Uphoff, H. G. Drexler, C. Nishizaki, et al., *Leukemia* **1997**, *11*, 1469 - 1477. "Two acute monocytic leukemia (AML-M5a) cell lines (MOLM-13 and MOLM-14) with interclonal phenotypic heterogeneity showing MLL-AF9 fusion resulting from an occult chromosome insertion"
- [49] C. Zeller, D. Richter, V. Jurinovic, I. A. Valtierra-Gutiérrez, A. K. Jayavelu, et al., *J. Hematol. Oncol.* **2022**, *15*, 25. "Adverse stem cell I outcome in AML patients"

How the deposited data were processed for this re-analysis (not part of the article)

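RNA of MOLM-13 cells treated for 72 h with DMSO, 0.5 µM AzadC or 0.5 µM cAzadC was sequenced in 3 biologically independent replicates per condition, 9 libraries in all. The replicates were assigned from the sample records, whose names match the conditions of the paper. For each library the authors deposited a table of RSEM expected counts per gene with RSEM's effective lengths and TPM values, and for the whole series a matrix of FPM values, which are counts scaled to library size (CPM), exported from DESeq2. According to the submitters' notes and the Supporting Information, the reads were checked with FastQC 0.11.2, trimmed with Trim Galore 0.3.3 and Cutadapt, aligned to hg38 with STAR and quantified with RSEM, which divides reads that match several genes between them, and the authors tested differential expression with DESeq2, whose design is not given in the sources used here. The deposited TPM values were not used.

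The expected counts of the authors were rounded to whole numbers, as 7.43 to 16.5% of all values of a library, zeros included, were not whole. The library totals ranged from 2952152 to 50176921 and limit the precision most in replicate 3 of cAzadC. Replicates of a condition differed by more than sampling noise in every pair, with a chi-square per gene of 5.68 to 32.0, so none was taken for a library deposited more than once. The FPM matrix of the authors held whole reads for 99.98 to 100% of its values (tolerance 0.01 read) over 59391 gene identifiers, and these CPM values were used for limma and, as recovered reads, for a repeat of the count test, in which 3042 genes were higher and 1927 lower with cAzadC. Gene symbols came from reference tables that hold 56321 of the identifiers, 41124 of them with a symbol, and positions from GENCODE release 44 on GRCh38.

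Tests were run in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and with DESeq2 1.42.0 as an alternative. Genes were filtered with filterByExpr at a minimum count of 10, TMM factors lay between 0.934 and 1.05, and the common biological coefficient of variation was 9.30%. The design had a term per condition and no replicate block, and the comparisons were cAzadC against DMSO, AzadC against DMSO and cAzadC against AzadC, with Benjamini-Hochberg adjustment over all genes tested in each. Data were also simulated for all 9 libraries and tested for cAzadC against DMSO (14810 genes tested). Known changes were set in the cAzadC libraries, with 65 of the tested genes changed at each fold. These are far fewer than the 4974 genes called in the data, where the rates that follow may differ. An adjusted p under 0.05 from edgeR, without the fold minimum, recovered 49.2% of genes changed 1.5-fold, 78.5% of those changed 2-fold and 86.2% of those changed 4-fold. Of the genes that passed in this way, 5.44% were unchanged. The median estimate for genes changed 1.5-fold was 0.577 on the log2 scale, under the fold minimum, so fewer of these would be called. In camera, p-values were adjusted over the 17 lists of each comparison. Smaller lists, cell type markers, mitochondrial and housekeeping genes were counted without a test. The Ingenuity Pathway Analysis of the paper was not repeated.

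The genes named were fixed by a rule before the data were examined. They are the genes the paper names for MOLM-13 with the TET and DNMT families, in each comparison the 10 largest increases and 10 largest decreases among called genes with a symbol, a mean of at least 5 CPM and groups that do not overlap, the called members with the smallest p and the most abundant members not called of each list, and the genes of Figure S1B, whose directions had been seen in the figure. Members are printed in that order, and not every gene the rule gives is printed. The alternatives set beforehand were RLE size factors, no low-count filter or a stricter one, a fit of only the 6 libraries compared, the replicate number as a block, thinning to the shallowest library, effective lengths as offsets, each library left out in turn, DESeq2, limma on log2(FPM + 1) and no fold minimum. Leaving out the gene identifiers of rRNA and using the reads recovered from the FPM matrix were chosen after seeing the data. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.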

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

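The test on genes of multicopy families was chosen only after the result was seen, and the calculation of the test on gene length was corrected after its first values, which also lay above the bound set for it, had been seen. The fit without the gene identifiers of rRNA, the share of calls needed for the test on gene length and the counts of cancer-testis genes without AzadC libraries in the filter were also chosen only after the data were seen. The other tests in this part were set before their results were seen.

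The paper does not report on the AzadC-treated MOLM-13 libraries of this series. With AzadC, 2209 genes were higher and 865 genes were lower than with DMSO. TET2 rose 1.60-fold (95% confidence interval 1.42 to 1.81), to 35.3 ± 1.92 CPM (SD, n = 3), with a log2 fold change of 0.68 (standard error 0.0807, adjusted p = 2.8e-05 from edgeR), and every AzadC library lay above every DMSO library. With effective lengths as offsets, the log2 fold change of TET2 against DMSO was 0.98 with AzadC and 1.03 with cAzadC. The 6 libraries of each comparison make 10 splits of 3 against 3, too few for a share under 0.05, and 1 split, the real one, gave as many calls as the real one in each comparison. In edgeR fits of those 6 libraries, the real split called 4569 genes for cAzadC against DMSO, 3099 for AzadC against DMSO and 1196 for cAzadC against AzadC, and the highest of the other splits called 0 in each. Every other split mixes both conditions, so a difference between them widens the spread within its groups. The 0 calls there are thus no separate support.

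Against the same DMSO libraries, 4974 genes were called with cAzadC and 3074 with AzadC, a ratio of 1.62, although the AzadC libraries were deeper. With all libraries thinned to the total of the shallowest, the ratio was 2.01, and the lowest ratio over the fits without 1 of the cAzadC libraries was 1.44 (without replicate 2). Both values lie above the bound of 1.1 set for them. For a single cAzadC library, this argues against it as the whole source. For depth the test decides little, as the deeper AzadC libraries had the advantage and thinning could be expected to raise the ratio. With the trend on gene length taken out of both comparisons the ratio was 1.61, also above 1.1, but this changed only 2.71% of the calls against DMSO, under the 5% asked for. The trend was weak, with a Spearman correlation of length and log2 fold change of 0.0645 for cAzadC and 0.0659 for AzadC. With effective lengths as offsets, 2918 genes were higher and 1909 lower with cAzadC, and 1953 higher and 823 lower with AzadC. The correction changed too few calls to test gene length. The offsets adjust for differences in a gene's effective length between libraries, and not for a trend across genes. Gene length as a source of the ratio thus stays open. Without the gene identifiers of rRNA, whose share was highest with cAzadC, 3110 genes were higher and 1973 lower with cAzadC, and 2280 higher and 914 lower with AzadC. In the direct comparison, of 1945 genes higher with both compounds 384 were called further from DMSO with cAzadC and 33 less far, and of 645 lower with both 114 and 4. At this dose and time more of the shared genes thus moved further with cAzadC. Whether this is an effect of the compound or goes with the rRNA share of the libraries stays open, and gene length was not tested for the shared genes.

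Of 75 cancer-testis and germline genes, 18 were tested, and 13 were higher with AzadC than with DMSO (adjusted p = 3.5e-08 from camera, and adjusted p = 0.020 with an estimated correlation; 14 higher when adjusted over the list alone), with a range of 2.0e-09 to 0.70 over all settings, the highest with the stricter low-count filter, while 11 were lower with cAzadC than with AzadC (adjusted p = 5.3e-11, and adjusted p = 0.057 with an estimated correlation). Of the genes tested, 6 passed the low-count filter only through the AzadC libraries, so the filter favors genes that rose. Of the 12 that pass without these libraries, 7 were higher with AzadC and 5 lower with cAzadC than with AzadC, and with no low-count filter 20 and 14 of 61 (adjusted p = 6.3e-07 and 9.6e-08 from camera). GTSF1, of the piRNA pathway, had 1 count over the DMSO libraries and 2152 over the AzadC libraries, a ratio of 1230 (95% counting interval 220.5 to 48610), and had a log2 fold change of −2.33 with cAzadC against AzadC, while PIWIL2, another gene of that pathway, rose by 4.96 against DMSO. At least 9 genes were lower with cAzadC in each fit without 1 cAzadC library, which argues against a single cAzadC library as the whole source of these calls. After thinning, 4 of 8 genes still tested were lower with cAzadC. Of the 11, 7 lie outside families of near-identical copies such as MAGE and XAGE. Both of these counts can include genes that passed the filter only through the AzadC libraries, so they decide little on depth or shared reads. AzadC raised 9 of the 11, but not SOHLH2 (−0.56 with AzadC and −1.59 with cAzadC against DMSO) and TEX15 (−0.50 and −1.25), which were below DMSO with both compounds and called lower only with cAzadC (SOHLH2 was named after its values were seen). A difference between the compounds in how far they open such promoters stays open, untested, as DNA methylation at these genes was not analysed here.

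The paper does not report on monocyte and macrophage genes, of which 31 were higher with cAzadC than with DMSO. It does not report on the ATF4 targets of the stress response either, of which 20 were lower with cAzadC than with DMSO.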

How the results depend on the processing

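The settings without the gene identifiers of rRNA and with recovered reads were chosen only after the data were seen. TET2, BCAT1, BCAT2, MYC and BCL2 kept their direction and their call against DMSO for cAzadC under every setting run, and over all 165 fold changes of named genes 2858 of 2943 values kept direction and call, 20 lost the call, 49 gained it and 16 changed sign. Apart from leaving out 1 library, calls were lost by ADHFE1 (no low-count filter, effective lengths, DESeq2 and limma), BUB1B (thinned and effective lengths), GADD45B (RLE size factors, no low-count filter, no rRNA and limma), RPL29 (thinned) and BCL2L1 and OAT (limma). Apart from leaving out 1 library and dropping the fold minimum, calls were gained by BCL2L2, LDHB, MCM4, PDIA3 and RPS15A with cAzadC and by BCAT2 with AzadC and between the compounds. After thinning to the shallowest library, 1899 genes were called higher with cAzadC (1595 of them also called without thinning), 1141 higher and 516 lower with AzadC (934 and 434) and 477 higher with cAzadC than with AzadC (323), where fewer genes and counts enter. Without the fold minimum, which only adds calls, 3917 genes were lower with cAzadC, 3335 higher and 3008 lower with AzadC, and 1599 higher and 1685 lower with cAzadC than with AzadC. With limma, 1471 genes were higher with AzadC, and 387 were higher and 826 lower with cAzadC than with AzadC. Without the low-count filter 856 were lower in that comparison, and leaving out 1 library gave 416 to 820 higher and 382 to 828 lower, the extremes without replicate 2 and without replicate 1 of cAzadC. Except for thinning and the fold minimum, the cause was not tested. Of 40 list results past the threshold, 11 passed with an estimated correlation, 6 for cAzadC and 5 for AzadC against DMSO and 0 between the compounds, the interferon-stimulated genes with cAzadC against DMSO passed with the stricter filter (adjusted p = 0.039) and thinned (adjusted p = 0.042), and those with AzadC changed sign after thinning (adjusted p = 0.856 from camera). The correlation of both compounds was 0.563 with DESeq2 and 0.599 without the filter, where many more genes with few counts enter, and 0.904 with only the libraries compared. The sign changed for CCNG1 at −0.0192 and IDH2 at −0.0688 with limma, IDH2 at −0.0440 without the filter, −0.0150 with effective lengths and −0.0130 with DESeq2, DNMT3A at 0.0332 thinned and 0.0447 with effective lengths, TOP2A at 0.0300 thinned and 0.00128 with the stricter filter, and FCGR1A at 0.0440 and 0.0114 under the same. BCL2 changed sign between the compounds, from −0.314 to 0.125 with effective lengths. Leaving out 1 library gave −0.213 to 0.115 for FCGR1A and −0.0182 to 0.0778 for IDH2. With the replicate number as a block, 2952 genes were higher and 1947 lower with cAzadC, 736 were higher and 571 lower with cAzadC than with AzadC, where BCAT2 gained its call (−0.60), and no count of genes moved by more than 1.5 times. Deviations of libraries with the same number had correlations of −0.140 to 0.0560 between DMSO and AzadC, −0.0567 to 0.0784 between DMSO and cAzadC and 0.0857 to 0.135 between AzadC and cAzadC. All 6 AzadC and cAzadC libraries were closest to their own number in the other of these groups, a hint from the data and not the design, against 1 of 6 for DMSO and AzadC and 2 of 6 for DMSO and cAzadC. As not every correlation of same numbers was over 0.1, between AzadC and cAzadC 2 of 3, the numbers were not taken as pairs. The depth of replicate 3 of cAzadC limits what is called among genes with few counts.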

Differences from the paper's values

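Figure S1B draws 20 MYC targets as downregulated, and 19 of them were lower here and none was higher. For RPS15A, which the figure also draws as downregulated, the log2 fold change of −0.52 did not reach the fold minimum, and of the alternatives set before the data were examined it was called with no low-count filter (−0.59), with limma on log2(FPM + 1) (−0.65), without replicate 1 of cAzadC (−0.72) and with no fold minimum.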

Other observations

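The division of the DMSO libraries between the compounds was chosen only after the data were seen. AzadC at the same dose and time raised and lowered many of the gene groups that cAzadC did. Of 51 tested p53 targets, 31 were higher and 3 were lower than with DMSO (adjusted p = 1.5e-18 from camera, and adjusted p = 0.013 with an estimated correlation), and of 57 MYC targets 7 were lower and 0 were higher (adjusted p = 8.2e-10, and adjusted p = 0.19 with an estimated correlation). Monocyte and macrophage genes were higher in 29 and lower in 4 of 43 cases (adjusted p = 4.2e-26, and adjusted p = 0.014 with an estimated correlation; 30 higher when adjusted over the list alone), granulocyte genes were higher in 11 of 14 (adjusted p = 1.1e-20, and adjusted p = 0.0019 with an estimated correlation) and antigen presentation genes in 19 of 28 (adjusted p = 3.0e-16, and adjusted p = 0.014 with an estimated correlation). The rise was not limited to myeloid genes, as 8 of 8 tested lymphoid markers (19 listed), 4 of 6 stromal and epithelial markers (14 listed), 2 of 5 erythroid and megakaryocytic markers (20 listed) and 6 of 13 mitochondrial mRNAs were higher as well. Markers with few counts can pass the low-count filter through the treated libraries alone, so the filter favors markers that rose, also in the myeloid lists. The lymphoid gene CD3G, for example, had 2 counts over the DMSO libraries and 53 over the AzadC libraries. Of 33 ATF4 targets, 18 were lower and 2 were higher (adjusted p = 3.1e-10, and adjusted p = 0.091 with an estimated correlation). Interferon-stimulated genes were lower in 14 and higher in 6 of 43 cases, with IFIT1 at −4.61, but as a group they passed narrowly (adjusted p = 0.048, and adjusted p = 0.37 with an estimated correlation), and they did not without replicate 1 (0.052) or 3 (0.074) of DMSO or replicate 2 (0.056) or 3 (0.070) of AzadC (adjusted p in brackets, in a range of 3.4e-04 to 0.86 over all settings). Among the largest increases by the rule for named genes, ZNF595, a zinc finger gene, had 2 counts over the DMSO libraries and 3623 over the AzadC libraries, a ratio of 1035 (95% counting interval 286 to 8553), and TKTL1, a transketolase-like gene, 2 and 3031, a ratio of 866 (95% counting interval 239.6 to 7156). PNMA5 rose by 6.41 on the log2 scale and MMP9 by 6.35 (by 6.94 without replicate 1 of DMSO), while PDGFA fell by 3.88, EGR1 by 3.50, IFIT2 by 3.14 and RGS1, a regulator of G protein signaling, by 3.04. Of the genes the paper names, BCAT1, MYC and BCL2 fell by 0.87, 1.11 and 1.25, whereas BCAT2 had a log2 fold change of −0.48 (standard error 0.0912, adjusted p = 0.0011 from edgeR) and DNMT1 of −0.47 (standard error 0.0761, adjusted p = 3.1e-04 from edgeR), both under the fold minimum.

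The compounds, of which AzadC carries the sugar and cAzadC the cyclopentane ring, were compared with each other at 0.5 µM and 72 h. With cAzadC, 754 genes were higher and 516 were lower than with AzadC, but without replicate 2 of cAzadC 416 were higher and 382 lower, without replicate 1 of cAzadC 820 and 828, and with limma on log2(FPM + 1) 387 and 826. MYC was lower with cAzadC, at 225 ± 31.4 against 391 ± 41.3 CPM (SD, n = 3 each), a log2 fold change of −0.79 (standard error 0.11, adjusted p = 5.0e-04 from edgeR), and BCAT1 was lower as well, at 137 ± 12.9 against 275 ± 24.1 CPM (SD, n = 3 each, standard error of the log2 fold change 0.0917, adjusted p = 5.2e-05 from edgeR). TET2 differed by a log2 fold change of 0.20 (95% confidence interval 0.02 to 0.38, adjusted p = 0.11 from edgeR) and did not pass. With effective lengths as offsets, this log2 fold change of TET2 was 0.06. BCL2, BCAT2 and DNMT1 had an adjusted p under 0.05 from edgeR but lay under the fold minimum. BCL2 was at −0.31 (95% confidence interval −0.53 to −0.10, adjusted p = 0.040 from edgeR) and at 0.12 with effective lengths. BCAT2 was at −0.58 (95% confidence interval −0.80 to −0.35, adjusted p = 0.0024 from edgeR). DNMT1 was at −0.40 (95% confidence interval −0.57 to −0.23, adjusted p = 0.0040 from edgeR). BCAT2 lay close to the fold minimum and passed in 9 of 18 other settings, with the replicate block (−0.60), without replicate 1 (−0.60) or 3 (−0.60) of AzadC or replicate 1 of cAzadC (−0.70), without the low-count filter (−0.65), with effective lengths (−0.60), DESeq2 (−0.59) or limma (−0.70) and with no fold minimum. For TET2 in the AML cell lines it tested by other assays (Figures S2 and S3), the paper states a weaker impact of Decitabine. Of 57 MYC targets, 21 were lower with cAzadC than with AzadC and 0 were higher (adjusted p = 2.0e-30 from camera, and adjusted p = 0.057 with an estimated correlation). Of 51 p53 targets, 14 were higher and 0 were lower (adjusted p = 9.9e-14, and adjusted p = 0.057 with an estimated correlation), and of 33 ATF4 targets 14 were lower and 1 was higher (adjusted p = 4.6e-15, and adjusted p = 0.059 with an estimated correlation). By the rule for named genes, the largest increases over AzadC included those of the membrane protein gene CDCP1 (2.50), CCL2 (1.65) and the immediate early gene IER2 (1.61), and the largest decreases were PNMA5 (−3.96), TKTL1 (−3.10), STC2 (−2.77) and CHAC1 (−2.77, and −3.75 without replicate 1 of cAzadC), as log2 fold changes.

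Across 15131 genes, which are not independent replicates, the log2 fold changes of cAzadC and of AzadC against DMSO had a Pearson correlation of 0.865 and a covariance of 0.886. The correlation was 0.563 with DESeq2 and 0.599 without the low-count filter, where many more genes with few counts enter. Since both comparisons share the DMSO libraries, unchanged groups were simulated against them, with a mean correlation of 0.0413 (highest of 20 simulations 0.0747) and a covariance of 0.00242. These groups were drawn around the observed means of the same DMSO libraries, which takes out the deviation that both comparisons share. The simulation therefore cannot measure what sharing the DMSO libraries adds. Of the genes called higher, 1945 were called with both compounds, where independent lists would share 445, and of those called lower 645, where independent lists would share 110.2. The simulated groups shared 0 on average in either direction, a value with the same limit. On mean log2 CPM, the correlation was 0.835 and the covariance 0.646 with shared DMSO libraries, and 0.724 to 0.789 and 0.597 to 0.629 over the 6 ways to divide the DMSO libraries between the compounds, 2 and 1. For the shared calls, which were not counted with divided DMSO libraries, part of the excess can come from sharing them.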
